# Characterization of probiotic *Escherichia coli *isolates with a novel pan-genome microarray

**DOI:** 10.1186/gb-2007-8-12-r267

**Published:** 2007-12-18

**Authors:** Hanni Willenbrock, Peter F Hallin, Trudy M Wassenaar, David W Ussery

## Abstract

**Background:**

Microarrays have recently emerged as a novel procedure to evaluate the genetic content of bacterial species. So far, microarrays have mostly covered single or few strains from the same species. However, with cheaper high-throughput sequencing techniques emerging, multiple strains of the same species are rapidly becoming available, allowing for the definition and characterization of a whole species as a population of genomes - the 'pan-genome'.

**Results:**

Using 32 *Escherichia coli *and *Shigella *genome sequences we estimate the pan- and core genome of the species. We designed a high-density microarray in order to provide a tool for characterization of the *E. coli *pan-genome. Technical performance of this pan-genome microarray based on control strain samples (*E. coli *K-12 and O157:H7) demonstrated a high sensitivity and relatively low false positive rate. A single-channel analysis approach is robust while allowing the possibility for deriving presence/absence predictions for any gene included on our pan-genome microarray. Moreover, the array was highly sufficient to investigate the gene content of non-pathogenic isolates, despite the strong bias towards pathogenic *E. coli *strains that have been sequenced so far.

**Conclusion:**

This high-density microarray provides an excellent tool for characterizing the genetic makeup of unknown *E. coli *strains and can also deliver insights into phylogenetic relationships. Its design poses a considerably larger challenge and involves different considerations than the design of single strain microarrays. Here, lessons learned and future directions will be discussed in order to optimize design of microarrays targeting entire pan-genomes.

## Abstract 2

A high-density microarray has been designed that covers the genomes of 24 Escherichia coli and 8 Shigella strains. As a proof-of-principle the genomes of four probiotic E. coli strains were analyzed and their phylogenetic relationship to other E.coli strains investigated.

## Background

Bacterial isolates are traditionally classified into species by bacteriological methods, and subtyped within the species by phenotypic or genotypic characterization. For the identification and subtyping of *Escherichia coli *isolates, a wide variety of typing methods have been developed. A recent addition to this spectrum is array comparative genomic hybridization (aCGH) [1]. Thus, microarray hybridization is becoming a standard procedure to evaluate the genetic content of a bacterial species. For *E. coli*, a microarray covering the gene content of seven strains was recently developed for the characterization of emerging pathogens [2]. However, since then, many additional *E. coli *strains and plasmids have been sequenced, and the total number of genes potentially present in *E. coli *strains, the so-called 'pan-genome' [3,4], increases with each new *E. coli *genome sequenced. A microarray chip approximating the complete pan-genome of *E. coli *would provide optimal sensitivity to characterize isolates. Here, we present a novel design of a microarray covering the complete currently known genome content of 32 sequenced genomes. Such a pan-genome microarray can be used for more precise characterization of novel strains, including emerging pathogens, and can also deliver insights into phylogenetic relationships.

Phylogenetic relationships are commonly determined by bacterial subtyping. Due to the complex sexual behavior of bacteria, phylogenetic trees obtained with individual genes often do not correspond to each other. Although multilocus sequence typing is now regarded by many as a good standard to determine phylogenetic relationships between and within bacterial species, it does not always reflect the true genetic diversity of members of a species; trees based on multilocus sequence typing may, therefore, differ significantly from a tree based on whole gene content [3]. A pan-genome microarray may offer a suitable alternative to complete genome sequencing for extracting the necessary gene content to construct a realistic phylogenetic tree based on conserved gene content. The recent technological development in sequencing and the consequent price drop have led to an explosion of available genome sequences and perhaps within a few years will lead to sequencing being a faster and cost effective alternative to CGH microarray analysis. However, at the moment, sequencing is still more costly and less time efficient than hybridization experiments, while hybridization experiments potentially also can provide information regarding gene expression.

Here, we determine an approximate *E. coli *pan-genome, based on 24 *E. coli *and 8 *Shigella *genomes available at the time of analysis (November 2006). The inclusion of *Shigella *genomes was justified as the genus division between *Shigella *and *Escherichia *is historical but taxonomically incorrect [5,6]. For simplicity, the *Shigella *and *E. coli *genomes are collectively referred to as *E. coli*. From these genomes we construct an *E. coli *pan-genome microarray. The technical performance of this pan-genome microarray is assessed by the correct identification of present and absent genes from the completely sequenced genome of the MG1655 isolate of *E. coli *strain K-12 (hereafter referred to as MG1655) and strain O157:H7 EDL933 (EDL933 for short), collectively referred to as the control strains. Pathogenic *E. coli *isolates are highly overrepresented in the available genome sequences and, hence, on our pan-genome chip. We assessed whether this chip could nevertheless be useful for characterization of non-pathogenic isolates by hybridizing four probiotic *E. coli *isolates to the chip. These isolates are part of a commercially available product (Symbioflor2) marketed for human use as an enhancer of the immune system. The product contains viable bacteria comprising at least four genotypes of commensal *E. coli*. By characterizing their gene content, we investigated the phylogenetic relationship of these isolates to other *E. coli *strains.

## Results

### Defining the *E. coli *core-genome and pan-genome

For each of the considered genome and plasmid sequences listed in Table 1, genes were predicted by EasyGene [7,8] and translated into proteins. These were considered conserved (belonging to the same protein gene group) if they showed a sequence similarity of 50% or higher along at least 50% of the full length of the protein sequence according to the similarity criteria defined in [3] (see Materials and methods for details). The core genome, that is, the number of conserved genes present in all genomes, was estimated by fitting an exponential decay function by non-linear least squares (Figure 1). In short, for each number of genomes (n), the gene content was compared for multiple random combinations of n genomes after which a best fit decay curve was fitted. Two slightly different decay functions were used: the originally suggested decay function based on [3] (Figure 1, green line) did not fit the data as well as a slightly modified exponential decay function (Figure 1, red line) (see Materials and methods for details on the applied modifications). Based on the best-fitting extrapolation, we estimate the size of the core genome to approach approximately 1,563 genes for an infinite (or very large) number of *E. coli *genomes.

**Table 1:** Sequences included in the microarray design

Strain	Accession	NCBI Proj ID	Contigs	ORFs	Length
*E. coli *042 chromosome	-*	340	1	4,607	5,241,977
*E. coli *042 plasmid	-	340	1	106	113,346
*E. coli *101-1 chromosome	AAMK01000001-70	16193	70	4,353	4,880,382
*E. coli *53638 chromosome	AAKB01000001-119	15639	119	4,779	5,289,471
*E. coli *536 chromosome	CP000247	16235	1	4,341	4,938,920
*E. coli *B chromosome	-	18083	1	4,076	4,629,819
*E. coli *B171 chromosome	AAJX01000001-159	15630	159	4,780	5,299,753
*E. coli *B171 plasmid	AB024946	15630	1	69	68,817
*E. coli *B7A chromosome	AAJT01000001-198	15572	198	4,646	5,202,558
*E. coli *CFT073 chromosome	AE014075	313	1	4,653	5,231,428
*E. coli *E11019 chromosome	AAJW01000001-15	15578	115	4,839	5,384,084
*E. coli *E22 chromosome	AAJV01000001-109	74230453	109	4,943	5,516,160
*E. coli *E2348 chromosome	-	341	4	4,592	5,071,653
*E. coli *E2348 pB171 plasmid	-	341	1	70	68,890
*E. coli *E2348 p9123 plasmid	-	341	1	5	6,293
*E. coli *E2348 pGEPAT plasmid	-	341	1	3	2,233
*E. coli *E24377A chromosome	AAJZ01000001	13960	1	4,407	4,980,187
*E. coli *F11 chromosome	AAJU01000001-88	15576	88	4,593	5,206,906
*E. coli *H10407 chromosome	-	-	89	4,865	5,428,706
*E. coli *HS chromosome	AAJY01000001	13959	1	4,126	4,643,538
*E. coli *K12-MG1655 chromosome	U00096	225	1	4,122	4,639,675
*E. coli *K12-W3110 chromosome	AP009048	16351	1	4,133	4,646,332
*E. coli *O103Oslo chromosome^†^	-	-	1115	4,571	5,231,845
*E. coli *O157RIMD0509952 chromosome	BA000007	226	1	4,989^‡^	5,498,450
*E. coli *O157RIMD0509952 pO157	AB011549	226	1	70	92,721
*E. coli *O157RIMD0509952 pOSAK1	AB011548	226	1	3	3,306
*E. coli *RS218 chromosome	-	-	1	4,898	5,089,234
*E. coli *RS218 plasmid	-	-	1	115	114,233
*E. coli *UTI189 chromosome	CP000243	16259	1	4,466	5,065,741
*E. coli *UTI189 plasmid	CP000244	16259	1	114	114,230
*E. coli *VR50 chromosome^†^	-	-	1228	4,453	5,064,870
*E. coli *APEC-O1 chromosome	CP000468	16718	1	4551	5,082,025
*E. coli *O157EDL933 chromosome	NC_002655	259	1	4,664^‡^	5,528,445
*E. coli *O157EDL933 plasmid	AF074613	259	1	70	92,077
*S. boydii *Sb227 chromosome	CP000036	13146	1	4,356	4,519,823
*S. dysenteriae *M131649 chromosome	-	346	234	4,755	4,962,690
*S. dysenteriae *Sd197 chromosome	CP000034	13145	1	4,237	4,369,232
*S. dysenteriae *Sd197 pSD1197	CP000035	13145	1	160	182,726
*S. flexneri *2457T chromosome	AE014073	408	1	4,388	4,599,354
*S. flexneri *301 chromosome	AE005674	310	1	4,410	4,607,203
*S. flexneri *301 pCP301 plasmid	AF386526	310	1	194	221,618
*S. flexneri *8401 chromosome	CP000266	166375	1	4,383	4,574,284
*S. sonnei *53G chromosome	-	-	5	4,780	5,220,473
*S. sonnei *Ss046 chromosome	CP000038	13151	1	4,443	4,825,265
*S. sonnei *Ss046 pSS plasmid	CP000039	13151	1	179	214,396

*In progress: the genome sequence has not been fully completed and an accession number has not yet been assigned.

^†^Sequences generated using 454 technology representing a large number of contigs. These are almost certainly not complete.

^‡^These genes were predicted using EasyGene version 1.2. All other genes were predicted using EasyGene version 1.0.

**Figure 1:**
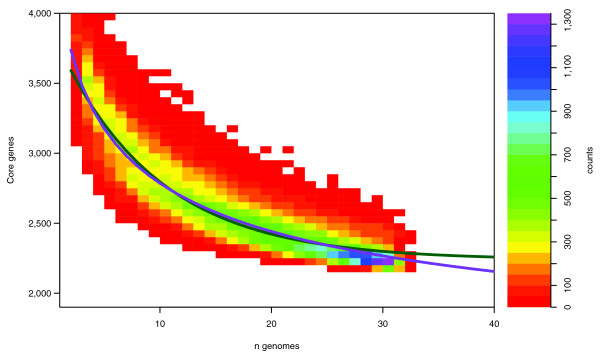
Two-dimensional density plot of 'core genes' for the *E. coli *pan-genome. The plot illustrates the number of *E. coli *core genes for *n *= 2,...,32 genomes based on a maximum of 3,200 random combinations of genomes for each n. The density colors reflect the count of combinations giving rise to a certain number of core genes; that is, for *n *= 3, genome number 3 is compared to genomes 1 and 2, and the number of core genes is the number of genome 3 genes conserved in genomes 1 and 2. The green line is the fit to the exponential decay function by [3], and the red line is our proposed fit to a slightly modified decay function as explained in the Materials and methods.

We next estimated how many additional 'strain-specific' genes would be added to the core genome with each genome being sequenced. In this case the decay function defined by [3] was found to be appropriate, as shown in Figure 2. By fitting the data to the number of sequenced genomes approaching infinity, we predict that additional genomes will continue to add approximately 79 genes to the *E. coli *pan-genome, on average. Exploiting the fitted parameters for the data set, the size of the current *E. coli *core genome conserved within the 32 strains included in this study was estimated to contain 2,241 common genes. The estimated size of the current pan-genome was estimated to contain 9,433 different genes. The number of *E. coli *strains used for these estimates is approximately the same as the number of strains present in the human gut [9,10]; thus, the number of *E. coli *genes in the human gut is roughly a third of the number of human genes.

**Figure 2:**
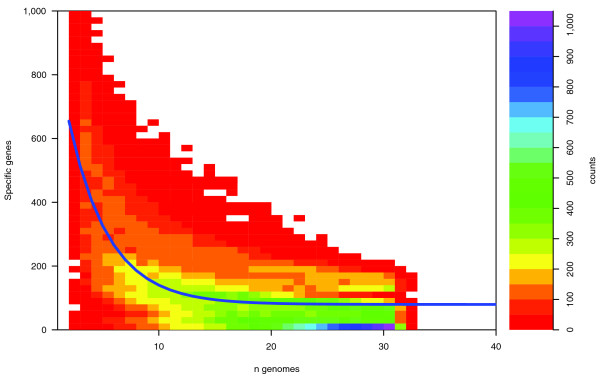
Two-dimensional density plot of novel genome 'specific genes' for the *E. coli *pan-genome. The plot illustrates the number of novel genome specific genes for the nth genome when comparing *n *= 2,...,32 genomes (for a maximum of 3,200 random combinations at each n). The density colors reflect the count of combinations giving rise to a certain number of specific genes (y-axis) in one genome compared to n - 1 other genomes; that is, for *n *= 2, genome number 2 is compared to genome number 1 and, on average, approximately 650 genes are found to be specific to strain 2. The blue line is the fit to the originally suggested exponential decay function [3].

In designing the *E. coli *pan-genome microarray, genes were grouped based on their nucleotide sequences since the probes are based on DNA oligonucleotides. Moreover, the parameters to group genes for similarity were adapted compared to the parameters used for protein similarity to define the core and pan-genome in order to improve differentiation between the nucleotide sequences of similar *E. coli *genes found in different strains. For this purposes the '50% sequence similarity of 50% of the sequence' conservation criteria [3] was found to be sub-optimal. Instead, genes were grouped into gene groups with a slightly different and somewhat stricter homology criteria (see Materials and methods for details), producing a higher number of groupings. This resulted in a total of 11,872 gene groups present in all 32 genomes, compared to the smaller pan-genome of 9,433 gene groups resulting from comparison at the protein sequence level. Of the 11,872 gene groups, 2,041 consisted of genes found in all 32 strains. Thus, the stricter grouping criteria applied here produced a lower number than the currently estimated core genome size of 2,241 protein gene groups for 32 *E. coli *genomes.

In the presented design strategy, the inclusion of 32 *E. coli *strains in the microarray design necessitated the employment of a common standardized gene prediction strategy since some of the genomic sequences had poor or non-existing gene annotations. One option is to either include as many open reading frames as possible as potential genes (in a 'more is better' strategy) or, alternatively, to use EasyGene, a well performing and conservative gene predictor. One can argue that a 'more is better' strategy is preferred to the conservative gene prediction so that fewer genes would be missed. However, including spurious hypothetical genes in the design would potentially obstruct the probe design phase both in the grouping of gene families and in excluding otherwise perfect probes due to cross-hybridization to these false genes. Furthermore, in case of prediction of gene content in control and novel strains by hybridizing genomic DNA to the array, such false positives are just as unwelcome as false negatives. Nonetheless, absence of too many important *E. coli *genes is not desirable either. We therefore compared the genes predicted by EasyGene with the high-quality annotation of the K-12 MG1655 strain (version U00096.3). This revealed that of the 238 protein encoding genes not predicted by EasyGene, 206 were hypothetical genes, leader peptides, frameshifts, gene fragments or pseudogenes. Of the remaining 32 genes, 12 were present in at least one other *E. coli *strain considered in the design. Consequently, only 20 genes of potential interest were missed by EasyGene. Since this is less than half a percent of the genome (20/4,331 = 0.46%), we considered that the advantages of conservative standardized gene finding outweighed the disadvantages of missing a small minority of genes.

### Benchmarking the chip design

A pan-genomic approach represents a challenge in evaluating and defining the trade-off in group inclusion stringency: a similarity cut-off chosen too high will result in too many groups, while a low similarity cut-off results in too much sequence variability within a group (producing low conservation scores). Consequently, too much sequence variability within groups will result in group-specific probes producing too low a signal for that group in particular strains. On the other hand, dividing the groups further to limit this undesired inter-group variability causes another problem: some probes may no longer be group specific, leading to undesired cross-hybridization, while other probes might still provide a signal specific for such a group. In the attempt to circumvent these problems, an additional filter step was introduced in the probe design strategy, where probes were removed from further analysis if they were not specific enough to one group and if they did not share a sequence overlap above a certain threshold with the sequences in the group it was designed for (for details refer to Materials and methods). Figure 3a gives an example of how such probes may result in misleading signals, while the signal improves remarkably following exclusion of such probes from the analysis by a filtering step (Figure 3b).

**Figure 3:**
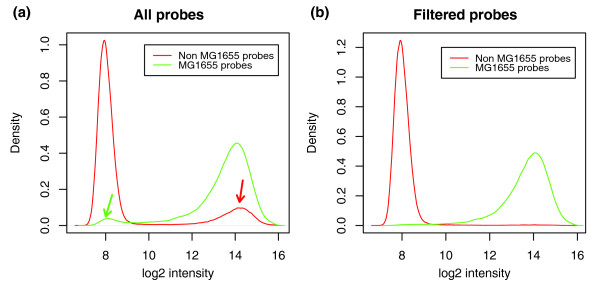
Density plots of probe intensities before and after a filtering step. The density distributions are illustrated for MG1655 probes and non-MG1655 probes separately. Log_2 _intensity data are from a representative MG1655 control sample. **(a) **Before filtering, all probes are divided into MG1655 probes (green lines) and non-MG1655 probes (red lines). It is clear that many probes initially designed for groups containing MG1655 genes do not hybridize well to these, resulting in low intensity (green arrow). Conversely, probes initially designed for groups without MG1655 genes cross-hybridize as if present in MG1655 (red arrow). **(b) **After filtering probes, the remaining probes have the expected hybridization profile.

The chip design was assessed by analyzing and comparing the hybridization data from the two sequenced control strains, EDL933 and MG1655. Both log_2 _intensities and log_2 _ratios were considered. These results are visualized in a hybridization atlas (Figure 4). 

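DNA of the control strains was labelled with the dyes Cy3 and Cy5 and hybridized in pairs, so that each array gave 1 intensity per probe and strain. MG1655, a K-12 laboratory strain, was in the Cy5 channel of 6 arrays. EDL933, an enterohemorrhagic strain, was in the Cy5 channel of 4 arrays and in the Cy3 channel of 2 arrays, which carried MG1655 in the other channel. The remaining control channels shared their arrays with the probiotic isolates. Neither the paper nor the labels say that the hybridizations of a strain came from separate cultures, so that the spread between them may be technical. The deposited scanner values are linear intensities with no normalization, and the deposited log2 ratios equal the log2 of Cy3 over Cy5 of the same scanner values on all 10 arrays, within 1e-10 and without centring. The array carries 305285 design probes. The deposited tables do not pair the probes with gene groups, so that all counts are of probes and not of genes. The 90% rule for a gene group and the paper's filter of probes were not applied, so that probes the paper removed are included. Log2 intensities were smoothed for outliers and segmented by circular binary segmentation in windows of 200 consecutive probe numbers at an alpha of 0.01. A probe was called present where its segment mean lay above the minimum between the modes of the channel's density. A strain was taken to have a probe when every hybridization called it present, and to lack it when none did. By this rule MG1655 had 138362 probes and EDL933 had 154366, while 1.66% and 2.18% of the probes were undecided.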

Here, the median log_2 _intensity and log_2 _ratios of both control strains are illustrated for MG1655 probes, as well as probe coverage for this strain and the sequence similarity at the DNA level of EDL933 genes to MG1655 genes based on BLAST scores. The similarity of the MG1655 probe hybridization pattern for EDL933 to the sequence similarity based on BLAST scores confirms that the probes reflect true biology. The same information is illustrated in the ratio circle (fourth outermost circle), where MG1655 regions absent in the EDL933 genome are clearly visible and correspond to the regions missing in the EDL933 sample (first and second outermost circle). 

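Of the design probes, 11096 were present in all 6 MG1655 hybridizations and in none of the 6 EDL933 hybridizations. They lay in 444 stretches of consecutive probe numbers. Of these, 402 stretches held at least 10 probes, with a median length of 29, and together held 98.1% of the probes. Segmentation gives neighbouring probes 1 level, so that here and below the share in long stretches can partly come from the calling. Probe numbers were not paired with genome positions, so that here and below a stretch does not measure a region of the genome. In the other direction, 27043 probes were present in EDL933 and absent from MG1655, 98.3% of them in stretches of at least 10 probes. Differences in signal were tested with limma on the log2 ratios of all 10 arrays, centred on the median of each array. At an adjusted p under 0.05 and an absolute log2 ratio of at least 2, 14459 probes were lower and 29530 were higher in EDL933 than in MG1655. With no minimum ratio, 102408 were lower and 65876 were higher, so that the minimum decides which of the counts is larger. Centring on the array median also shifts small differences. It left the 116314 probes that all strains had at median log2 ratios of -0.71 and -0.17 on replicates 1 and 2 of EDL933 vs MG1655. The lower count with no minimum ratio can hold many such offsets, and it was not obtained with another centring. The median standard error of a probe was 0.17. Where 1 strain lacks a probe its signal is near background, and the size of the ratio is only a bound. Of the probes that the rule for naming gave, probe 1-90807 had a fitted log2 ratio of -8.68 in EDL933 against MG1655 (adjusted p = 1.11e-14 from limma). Probe 1-154807 had one of 8.03 (adjusted p = 3.58e-15 from limma). As bounds, the first was lower in EDL933 by at least 5.55 log2 units and the second higher by at least 5.89. The p-values belong to the fitted ratios, and the bounds were not tested. For these bounds each channel was centred on its cutoff, and the dimmer strain was set to the cutoff where it lay below it, as it did in all 6 of its channels. The rule for naming required the same direction on both EDL933 vs MG1655 arrays.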

On the contrary, the MG1655 hybridization pattern (third outermost circle) corresponds very well to the probe coverage pattern (innermost circle).

**Figure 4:**
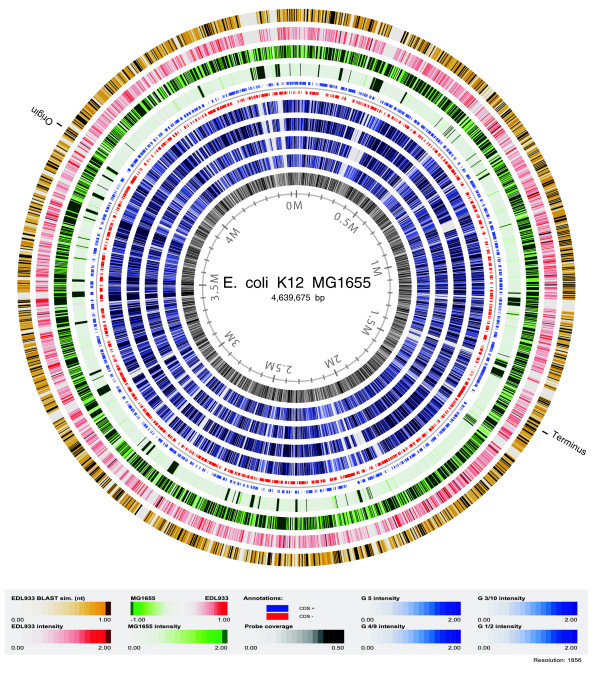
Hybridization and blast atlas. The atlas illustrates the hybridization pattern of MG1655 probes for the two control strains, MG1655 and EDL933, and the four Symbioflor2 isolates. Also, it illustrates the MG1655 genes' BLAST score for presence in the EDL933 strain. The circles from outermost to innermost are: Blast score between 0 for absent and 1 for present MG1655 genes in the EDL933 strain, log_2 _transformed hybridization intensities for EDL933 and MG1655 samples, log_2 _ratio of EDL933/MG1655 samples, location of predicted coding sequences (CDS), log_2 _hybridization intensities for the four Symbioflor2 isolates G5, G4/9, G3/10, G1/2, probe coverage. A zoomable version of the atlas is available at [33].

For further analysis, the probes were mapped to each gene group according to the design, and a position-dependent segmentation algorithm was employed to partition data points into present and absent sequence segments [11]. 

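Without the pairing of probes with gene groups, consecutive probe numbers stood in for position. The difference between the mean log2 intensities of MG1655 and EDL933 correlated between a probe and the next number with r = 0.896 across probes, which are not independent replicates. The correlation fell to 0.574 at a distance of 10 probe numbers, to 0.250 at 20 and to 0.0102 at 30. Segmentation gave between 7261 and 8726 segments per hybridization. On 40000 simulated probes, of which 3% were set to the wrong level, the segmentation recovered 99.3% of the present probes. It called 0.672% of the absent probes present, against 97.0% and 2.98% when each probe was called alone. Simulated levels were drawn from well below and well above the cutoff. The values for single probes thus follow from the 3% set wrong, and recovery near the cutoff was not measured.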

Segmentation was followed by merging the output with MergeLevels [12]. 

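In each of the 20 hybridizations the log2 intensities of the design probes had a lower and an upper mode. The lower mode lay at 7.43 ± 0.47 (SD, n = 20) and the upper mode at 14.05 ± 0.28 (SD, n = 20). The minimum between them was at 10.18 ± 0.43 (SD, n = 20), and its density was 4.40% ± 1.56 (SD, n = 20) of that at the upper mode. The random control probes on the array had a median log2 intensity of 7.37 ± 0.54 (SD, n = 20), and at most 0.0928% of them lay above the minimum in any hybridization. The median of the present probes was 6.51 ± 0.66 (SD, n = 20) above that of the random probes.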

Since the distribution of log_2 _intensities is bimodal - that is, composed of two density distributions (Figure 5a) - it is likely that the best separation of present and absent probes can be found at the local minimum between the two distributions. Consequently, following noise reduction by segmentation and merging, the cutoff for log_2 _intensities was found at the merged value between these two distribution maxima with the least segments assigned to it. All segments with merged values above this cutoff were predicted as present. On the other hand, the distribution of log_2 _ratios is largely unimodal (although two extra, weaker modals occur) (Figure 5b). 

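On the EDL933 vs MG1655 arrays, the ratios were examined for the 138362 probes that MG1655 had. Within 1 log2 unit of the array's median lay 70.9% of them on replicate 1 and 86.1% on replicate 2. A lower group with log2 ratios below -2 held 10.6% and 9.42% of them. Over all design probes, 9.41% on replicate 1 and 9.98% on replicate 2 had log2 ratios above 2. The median log2 ratio of the MG1655 probes was -0.75 on replicate 1 and -0.21 on replicate 2, so that the common level of these probes differed between the arrays.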

Since ratios are only calculated for genes present in the control sample, and given the likely high similarity between a test sample and control sample of the same species, most genes are assumed present. Consequently, here the present level was estimated as the merged level to which most segments had been assigned.

**Figure 5:**
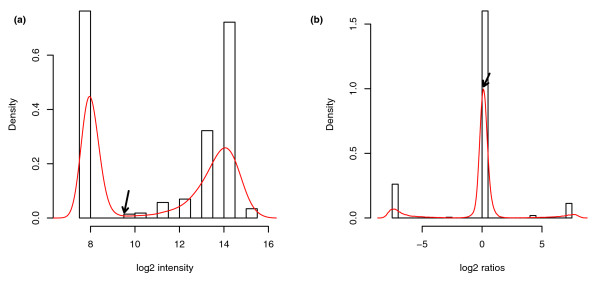
Density distribution histograms. **(a) **Example of bimodal density distribution of log_2 _intensities and histogram of merged log_2 _intensities. The merged level with fewest segments assigned to it is chosen as the cutoff value. All segments with merged values above this cutoff are predicted as present. An arrow indicates the cutoff level for this particular sample. **(b) **Example of unimodal (or trimodal) density distribution of log_2 _ratios and histogram of merged ratios. The merged level with the most segments assigned to it was chosen as the present level. All segments with this merged value or above were predicted as present. An arrow indicates the minimum log_2 _ratio for present probes for this particular sample.

Following the filtering step, several gene groups were left with only few probes targeting them, and we found it necessary to remove groups that were targeted by three or fewer probes from further analysis. This reduced the average number of false positives from 267 to 87 (for MG1655) and from 638 to 405 when analyzing all control samples with regard to genes found to be present from analysis of log_2 _hybridization signals compared to genes predicted present from the genome sequence. On the other hand, gene groups represented by few probes were not as likely to result in false negatives since removal of these groups did not change the average number of false negatives significantly (data not shown).

Table 2 lists the resulting sensitivity and false discovery rate (FDR) for all control samples. A very high sensitivity was obtained for both strains, but false positives were suspiciously high for EDL933 (Table 2). 

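Each control hybridization was set against the calls that the other 5 hybridizations of the same strain shared, since the list of genes in each genome was not used here. Of the probes present in all of the other 5 MG1655 hybridizations, 99.93% ± 0.048 (SD, n = 6) were found again. Of the probes that a hybridization called present, among those the reference decided, 0.240% ± 0.132 (SD, n = 6) were absent from all of the other 5. For EDL933, 99.87% ± 0.119 (SD, n = 6) were found again and 0.287% ± 0.228 (SD, n = 6) were absent from the others. The difference between the strains in the last share was smaller than the spread between hybridizations. The highest share, 0.725%, was that of EDL933 on the G4/9 array. These shares depend on the cutoff: lowered by 1 log2 unit they were 0.469% for MG1655 and 0.504% for EDL933, and raised by 1 they were 0.134% and 0.144%. With a cutoff from merged levels, the paper's rule, they were 0.218% and 0.171%, and without EDL933 vs MG1655 replicate 2 the share for MG1655 was 0.383%. A probe that hybridizes wrongly in every replicate is not counted by this comparison.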

For both control strains, a large proportion of the false positive gene groups were consistently identified in replicate samples (a total of 62 and 360 in MG1655 and EDL933, respectively). 

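Calls made in a single hybridization were examined against the strain that shared the array. For MG1655, 1996 probes were called present in 1 of the 6 hybridizations alone, and for EDL933 2669. On EDL933 vs MG1655 replicate 1, 604 probes were called in MG1655 there alone, and EDL933 had 98.2% of them, against 16.7% of the probes never called in MG1655. On the arrays with G3/10 and G1/2, the isolate had 98.7% and 94.6% of the probes called in MG1655 there alone, against 5.33% and 7.85% of those never called. The share was lower on the arrays with G5 and G4/9, where the isolate had 64.9% of 441 and 47.1% of 306 such probes, against at most 4.16% of those never called. It was also lower on EDL933 vs MG1655 replicate 2, where EDL933 had 48.0% of the 50 probes called in MG1655 alone. There MG1655 had 3.53% of the 283 called in EDL933 alone, against 7.69% of those never called in EDL933. On the other arrays with EDL933, the other strain had 72.0% to 97.5% of the probes called in EDL933 there alone. It had at most 9.30% of those never called in EDL933. Probes that 1 strain alone had were also measured below the cutoff in channels of other strains. In all 20 cases in which that strain was the other one on the array, their median log2 intensity was above that of probes that all strains lack, by 0.16 to 1.07. Where the strain was not on the array, the median over the isolates' probes was 0.02 in Cy3 channels and 0.03 in Cy5 channels. It reached 0.15 for G4/9 probes in the MG1655 channel of EDL933 vs MG1655 replicate 2, close to the lowest of the 20 cases. In 2 channels it was higher still: it was 0.80 for G1/2 probes in the G3/10 channel of the array with EDL933, and 0.60 for G4/9 probes in the G5 channel of the array with EDL933.

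**Figure D1:**
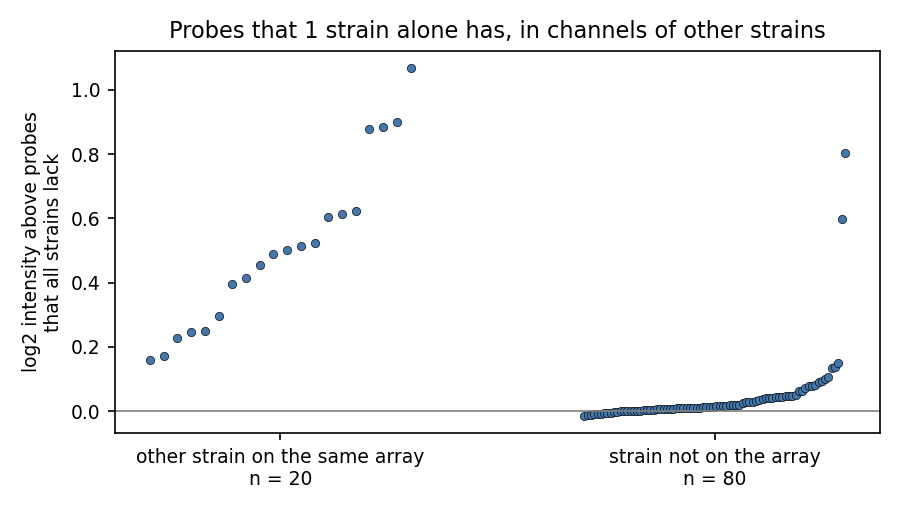
Median log2 intensity of probes that 1 strain alone has, in channels of other strains, above the median of probes that all strains lack (y axis); each point is 1 channel and 1 set of probes, ordered by value. The 20 points for the other strain on the same array lie between 0.16 and 1.07, and those for strains not on the array lie between -0.01 and 0.15 except for points at 0.80 and 0.60.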

For MG1655, genes annotated as hypothetical were highly overrepresented among the false positive genes (*P *value approximately 0.002, Fischer's exact test), indicating a significant enrichment in hypothetical genes among false positives. In the majority of cases, the corresponding consensus sequences aligned very well to the genome sequence (with >50% of the sequence length and >91% identity). Consequently, these false positives are not a result of cross-hybridizations but rather a result of genes not predicted by the EasyGene gene finder. Since most of these are seemingly hypothetical and, therefore, are likely not to be real genes, the consequences in terms of strain characterization are considered to be minor.

**Table 2:** Sensitivity and false discovery rate based on analysis of log_2 _intensities

MG1655			EDL933		
	
Chip ID	Sensitivity	FDR	Chip ID	Sensitivity	FDR
108276	0.988	0.021	1004602	0.994	0.13
108667	0.964	0.024	113504	0.988	0.12
113756	0.997	0.021	113509	0.980	0.12
114782	0.999	0.017	113757	0.989	0.13
1509502	0.999	0.043	1509502	0.970	0.11
1510802	0.999	0.015	1510802	0.994	0.11
**Average**	**0.989**	**0.024**	**Average**	**0.986**	**0.12**

Analysis of the hybridization data obtained with MG1655 and EDL933 DNA in six replicates, with data analyzed based on log_2 _intensities. The sensitivity and false discovery rate (FDR) are given for the prediction of gene presence in MG1655 or EDL933 in the corresponding samples.

In contrast to the MG1655 control strain, we did not observe enrichment in hypothetical genes among false positives for EDL933. In this case we suspect that the 'false positives' were actually true genes mistakenly missed by EasyGene. In support of this, EasyGene did actually predict only 4,664 genes for the EDL933 main chromosome compared to the 5,349 annotated in GenBank, possibly due to a number of unknown nucleotides still present in the published genome sequence [13]. Gene expression profiling of these genes would confirm if these are in fact true genes that are expressed and thus incorrectly missed by EasyGene. Preliminary data from a gene expression study run in parallel with this work demonstrated that the gene expression profile of these genes indeed resembled that of other genes present in the EDL933 genome (Sekse C, Friis C, Wasteson Y, Ussery DW and Willenbrock H, unpublished results). This observation supports our interpretation that they are actually not false positives generated by bad chip manufacturing, hybridization artifacts or poor analysis approaches, but a consequence of an ambiguous DNA sequence that any gene predictor would have ignored. Ideally, they should have been categorized as true positives. Consequently, the low FDR obtained from the other control strain, MG1655, is a better indicator of our pan-genome chip performance.

Table 3 compares the performance obtained by analyzing log_2 _ratios of control sample co-hybridizations with the performance based on log_2 _intensities. In both cases, the sensitivity is quite high, while FDR is low, in particular for MG1655. The higher FDR for EDL933 may be assigned to a low accuracy for the gene predictor on this particular genome, as discussed above. While the sensitivity is slightly higher when analyzing log_2 _ratios, FDR is marginally lower when analyzing log_2 _intensities. Consequently, the single channel log_2 _intensity analysis approach offers an acceptable performance compared to the comparative dual channel approach, at a limited risk of increased false negatives but with the added advantage of being able to identify the presence and absence of any gene on the microarray and not only genes present in the control strain.

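Both ways of calling were applied to the EDL933 vs MG1655 arrays, and the reference was the intensity calls that the 4 other hybridizations of each strain shared. As in the paper, only probes present in the co-hybridized control were considered. For EDL933, calls present on both arrays by log2 ratios found 98.9% of 125171 reference probes, and 0.103% of the probes called present were absent from the reference. Calls by log2 intensities found 99.9%, with 0.173% absent from the reference. For MG1655, log2 ratios found 95.4% with 0.0603% absent from the reference, and log2 intensities found 99.9% with 0.371%. The share found for MG1655 by ratios was 95.4% on replicate 1 and 99.5% on replicate 2, so that 1 array decides that value. The merging threshold decides it too: at the SD of all segmented ratios, as the paper states, ratios found 99.75% for EDL933 and 99.85% for MG1655, with 0.166% and 0.133% absent. With a reference of at least 3 of the 4 channels, 0.311% (EDL933) and 0.141% (MG1655) were absent by ratios and 0.247% and 0.532% by intensities, so that the order of the approaches turned for EDL933. With only 2 arrays and no other estimate of their spread, the differences between the approaches were not tested. The reference rests on intensities itself, which favours calls by intensities and limits the comparison. From the values in its Table 3, the paper concludes that the analysis of a single channel performs acceptably beside that of ratios, and that it can also find genes that the control strain lacks.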

**Table 3:** Log_2 _intensity results versus log_2 _ratio results for test samples MG1655 and EDL933

	log_2 _intensities		log_2 _ratios	
		
	MG1655	EDL933	MG1655	EDL933
Sensitivity	0.99	0.97	1.00	1.00
FDR	0.003	0.060	0.007	0.063

The sensitivity and false discovery rate (FDR) were compared for data analysis based on log_2 _intensities and log_2 _ratios for the detection of genes in the two control strains for which gene presence is known from gene finding based on the known genome sequence. Thus, only known control gene groups were considered. Consequently, true positives make up the control genes correctly found to be present in all MG1655 or EDL933 samples, respectively. False positives are genes not found in the control strain, but predicted as present from the genome sequence.

### Analysis of probiotic *E. coli *strains

The chip design was next tested for suitability to characterize isolates of non-pathogenic *E. coli *strains. Four probiotic isolates were co-hybridized with MG1655 and EDL933 according to the combinations listed in Table 4; their hybridization pattern to MG1655 probes is illustrated in a hybridization atlas (Figure 4). 

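Isolates G1/2, G3/10, G4/9 and G5 were each hybridized in the Cy3 channel of 2 arrays, once with MG1655 and once with EDL933 in the Cy5 channel. Dyes were not swapped for the isolates, so that each isolate has 2 hybridizations of the same dye. By the dates in their file headers the arrays fell into 3 groups, which are called scans here and below. The date of a file need not be the day on which the array was scanned. The first held 7 isolate arrays, the second the G4/9 array with EDL933, and the third both EDL933 vs MG1655 arrays. Signals were used as deposited and called like those of the control strains, and a probe was undecided for an isolate where its 2 hybridizations differed, which was so for 0.759% of the probes in G4/9 to 1.40% in G1/2. For the test of differences, limma was fitted to the centred log2 ratios of all 10 arrays with a coefficient for each isolate and for EDL933 against MG1655. Each isolate was thus compared with MG1655 directly and through EDL933. The fit left 5 residual degrees of freedom and a prior of 9.83, and calls needed an adjusted p under 0.05 and an absolute log2 ratio of at least 2. In simulated ratios with the spread of these arrays, it recovered 96 of 100 probes changed by 3 log2 units and 99 of 100 changed by 4. There were 2 false calls among 20000 probes. The simulated noise was independent between probes and arrays, with no offset, dye or array effect. High recovery and few false calls thus largely followed from the setup, and changes near the minimum of 2 were not simulated.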

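Of the probes that MG1655 had, 5404 were absent from G1/2, 9293 from G3/10, 8522 from G4/9 and 6052 from G5. At least 96.4% of them lay in stretches of 10 or more consecutive probe numbers in each isolate. The longest stretch held 60 probes in G1/2, 87 in G3/10, 58 in G4/9 and 66 in G5. The median length of the stretches of 10 or more was 29 in each isolate. That is also the highest number of probes per gene that the paper gives after its filter. Whether genes with neighbouring probe numbers are neighbours in the genome was not determined, so that these lengths do not measure absent regions. By limma, 6524 probes were lower in G1/2 than in MG1655, 11268 in G3/10, 9665 in G4/9 and 7247 in G5. Higher than in MG1655 were 14538 probes in G1/2, 10319 in G3/10, 6254 in G4/9 and 8120 in G5. Without the array of G3/10 with MG1655, more probes were higher (11604) than lower (11486) in G3/10, so that 1 array decides that order. With no minimum ratio, 16958 were lower in G3/10. Averaged over stretches of 10 consecutive probe numbers, 696 to 1169 of 30529 stretches were lower and 682 to 1604 were higher.

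**Figure D2:**
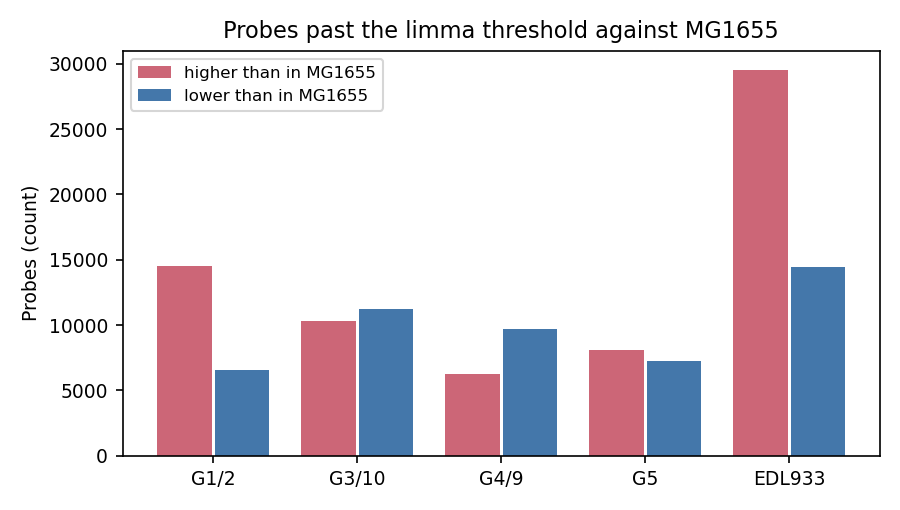
Number of probes higher and lower than in MG1655 for each isolate and for EDL933, from limma on all 10 arrays (y axis, count; 1 bar per direction). G1/2 has 14538 probes higher and 6524 lower, while in G4/9 more probes are lower (9665) than higher (6254).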

Here, larger regions absent from the probiotic isolates in comparison to MG1655 are visible. It is also evident that each isolate is different from the next, since each isolate has a distinct hybridization pattern.

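Each of the 6 pairs of isolates was compared. Of the probes decided in both isolates, 8.31% differed between G1/2 and G3/10, 7.34% between G1/2 and G4/9, and 6.47% between G1/2 and G5. The share was 6.98% for G3/10 and G4/9, 5.70% for G3/10 and G5, and 5.18% for G4/9 and G5. Each of these shares was larger than the share of probes that differed between the 2 hybridizations of any isolate, at most 1.40%. That spread may be technical, and how far cultures of 1 isolate differ was not measured. Contrasts of the limma coefficients gave 17244 differing probes for G4/9 and G5 at the least and 28272 for G1/2 and G3/10 at the most.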

**Table 4:** Co-hybridization setup

Chip ID	Cy3 (test)	Cy5 (control)
113756	G 1/2	MG1655
108667	G 3/10	MG1655
114782	G 4/9	MG1655
108276	G5	MG1655
113509	G 1/2	EDL933
113504	G 3/10	EDL933
113757	G5	EDL933
1004602	G 4/9	EDL933
1509502	EDL933	MG1655
1510802	EDL933	MG1655

The gene content of each probiotic isolate was predicted by the single-channel approach as found to be appropriate for this type of analysis. Thereby, the presence of all genes included on the pan-genome array could be assessed for all four test isolates. First, we compared the findings between the isolates used for hybridization. 

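G1/2 had 146061 of the design probes in both of its hybridizations, G5 139206, G3/10 137765 and G4/9 136082. Of the design probes, 48.3% and 48.8% were present in the hybridizations of G1/2, 46.3% and 46.1% in those of G5, 45.9% and 45.6% in those of G3/10, and 44.9% and 45.0% in those of G4/9. The ranges of the isolates did not overlap. G1/2 exceeded the mean of the other isolates by 2.91 percentage points. Nothing says that the 2 hybridizations of an isolate came from separate cultures, so that no p-value is given for this difference. The control strains had 46.0% ± 0.105 (SD, n = 6) for MG1655 and 51.5% ± 0.362 (SD, n = 6) for EDL933. G4/9 had the lowest number under every other way of calling that was tried except a cutoff from merged levels, which is the paper's rule and under which G3/10 was lowest.

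**Figure D3:**
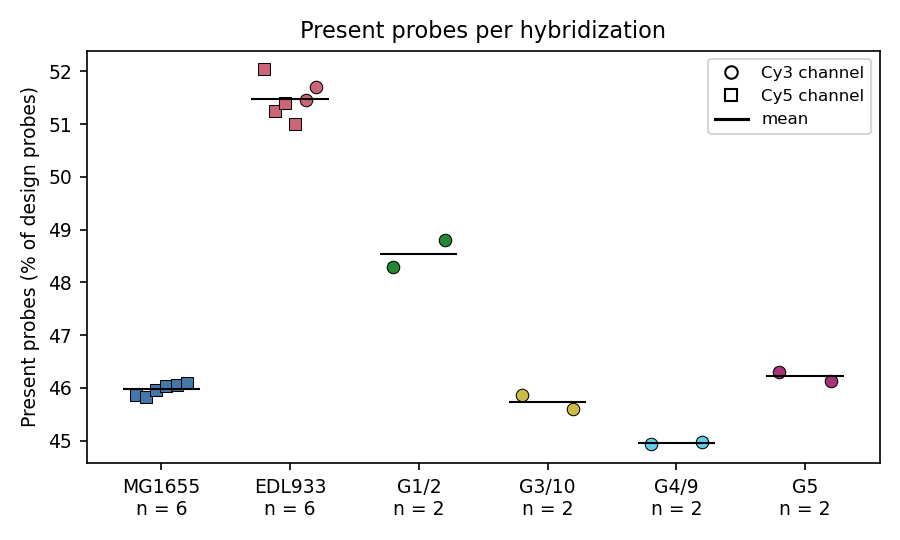
Share of the design probes present in each hybridization (y axis, percent, not starting at 0), by strain, with circles for Cy3 channels, squares for Cy5 channels and lines for the mean. The hybridizations of G1/2 lie at 48.3% and 48.8%, above those of the other isolates and below those of EDL933.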

The number of identified genes was highest for G1/2 and lowest for G4/9 (Table 5). Two graphical representations further illustrate the results. Figure 6 shows a cluster analysis based on all probes considered in this paper. The four probiotic isolates cluster individually and form a super-cluster with MG1655 samples, separated from EDL933. Indeed, each isolate shared more of their predicted genes with MG1665 than with EDL933 (Table 5). Moreover, strain-specific genes were more frequently different to EDL933 than to MG1655. This is not surprising since the probiotic isolates are likely to be more related to the non-pathogenic commensal K-12 than to enterohemorrhagic EDL933. 

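The 20 hybridizations were clustered on the log2 intensities of all design probes, with 1 minus Pearson's correlation as the distance and average linkage. The hybridizations of each strain formed a branch of their own in 100 of 100 resamplings of blocks of 100 probes. The isolates and MG1655 together formed a branch in 100 of 100, while the 4 isolates without MG1655 formed one in none. A branch of G3/10, G4/9, G5 and MG1655 without G1/2 appeared in 61 of 100. The mean distance to the MG1655 hybridizations was 0.151 for G1/2, 0.152 for G3/10, 0.115 for G4/9 and 0.112 for G5, and to the EDL933 hybridizations 0.283, 0.306, 0.294 and 0.298. Hybridizations of the same isolate were at most 0.0192 apart. For each isolate, the hybridization on the array shared with EDL933 lay closer to the EDL933 hybridizations than the one on the array shared with MG1655. From its own clustering, on the probes left after its filter, the paper states that the isolates group with MG1655, separated from EDL933.

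**Figure D4:**
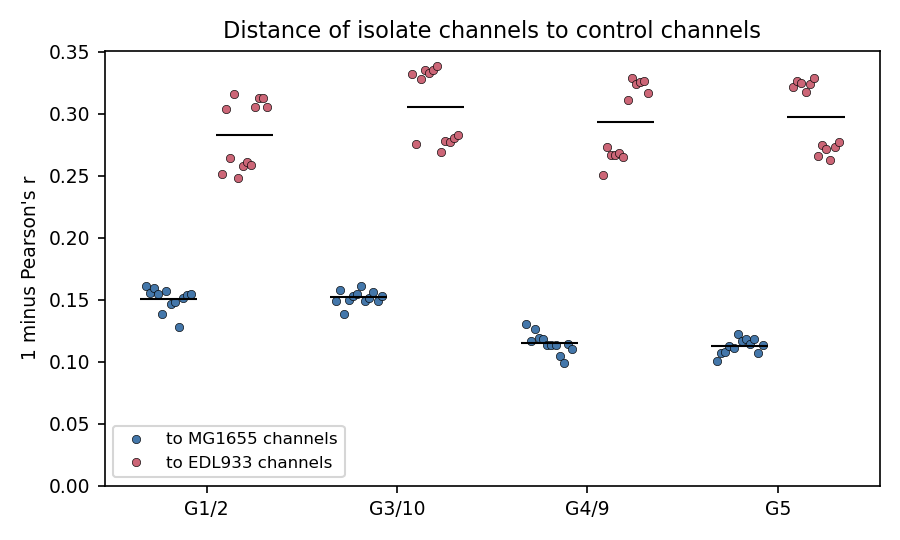
Distance (1 minus Pearson's r, y axis) between each isolate hybridization and each MG1655 or EDL933 hybridization; points are pairs of hybridizations and lines are means. All distances to MG1655 are below all distances to EDL933, with means of 0.112 to 0.152 against 0.283 to 0.306.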

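Of the probes present in both hybridizations of an isolate, 90.2% were present in MG1655 and 89.0% in EDL933 for G1/2. The shares were 92.7% and 89.9% for G3/10, 94.9% and 90.5% for G4/9, and 94.2% and 89.7% for G5. In numbers, 131729 probes of G1/2 were shared with MG1655 and 130062 with EDL933, the smallest gap of the isolates. In single hybridizations of G1/2 the numbers were 131760 and 131299 on the array with EDL933 and 132927 and 130672 on the array with MG1655. When a strain was taken to have a probe that at least 1 of its hybridizations called present, 3 of the 4 isolates shared more with MG1655.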

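Probes that an isolate had and a control strain lacked were more numerous for EDL933 in each isolate. For G1/2, 13422 of its probes were absent from EDL933 and 12701 from MG1655. The numbers were 11870 and 8629 for G3/10, 10511 and 5505 for G4/9, and 12247 and 6728 for G5. The ratio of the former to the latter was 1.06, 1.38, 1.91 and 1.82. For G1/2 it dropped below 1 when the cutoff was lowered by 1 log2 unit (0.937), without the array with MG1655 (0.987) and when 1 present call sufficed for a strain (0.996), so that the direction in G1/2 is not larger than the effect of these choices. EDL933 itself had more present probes than MG1655. In the paper's gene counts, the isolates shared more with MG1655 and differed more often from EDL933. The paper finds that unsurprising, since it takes the isolates to be likely nearer to the non-pathogenic K-12 strain than to EDL933.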

Each strain had more than 100 genes that were neither found in MG1655 nor EDL933 (Table 5). Moreover, a significant enrichment was observed in hypothetical genes among the gene groups only found in a single Symbioflor2 isolate. However, this is expected, since *E. coli *core genes are generally better characterized than genes found in only few *E. coli *strains. 

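Absent from both control strains were 6392 probes of G1/2, 6173 of G3/10, 3811 of G4/9 and 4735 of G5. In the separate hybridizations of an isolate, the numbers were 6419 and 6843, 6543 and 6320, 3814 and 3867, and 5160 and 4756. At least 97.5% of these probes lay in stretches of 10 or more consecutive probe numbers, with 239 such stretches in G1/2, 227 in G3/10, 140 in G4/9 and 180 in G5. A stretch is not a gene, and the genes behind the stretches were not named.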

Figure 7 compares the numbers of genes found to be either unique or shared between one or more probiotic isolates in a Venn diagram. 

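Of 296351 probes decided in all 4 isolates, 121654 were present in each of them and 138312 in none. Present in a single isolate were 9227 probes of G1/2, 5125 of G3/10, 2553 of G4/9 and 2103 of G5. Of the probes that 3 isolates had, 3951 were missing from G4/9 alone, 3803 from G3/10 alone, 1355 from G5 alone and 1225 from G1/2 alone. All 6 strains had 116314 probes.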

A total of 3,093 genes were found consistently in all four isolates. 

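The mean distance from G1/2 to the other isolates in the clustering was 0.169, and that from G3/10 was 0.164. The distance of G1/2 was the largest in 92 of 100 resamplings of probe blocks. Its lead over G3/10 was about as large as the spread between the 2 hybridizations of G1/2, so that the distances do not separate these isolates beyond that spread. The distances of G4/9 and G5 were 0.148 and 0.136.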

Figure 6 and Figure 7 both identify isolate G1/2 as the most distantly related to the other isolates.

**Table 5:** Comparison of Symbioflor2 isolates to predictions for control strain samples

	G 1/2	G 3/10	G 4/9	G5
No. of predicted genes	3,978	3,683	3,568	3,660
				
No. of genes in common with (based on log_2 _intensities):				
MG1655	3,464	3,323	3,319	3,399
EDL933	3,455	3,264	3,186	3,237
				
'Novel' sample genes not in (based on log_2 _intensities):				
MG1655	358	251	162	197
EDL933	631	647	635	592
Either control	185	197	126	144

Results are based on log_2 _intensity analyses.

**Figure 6:**
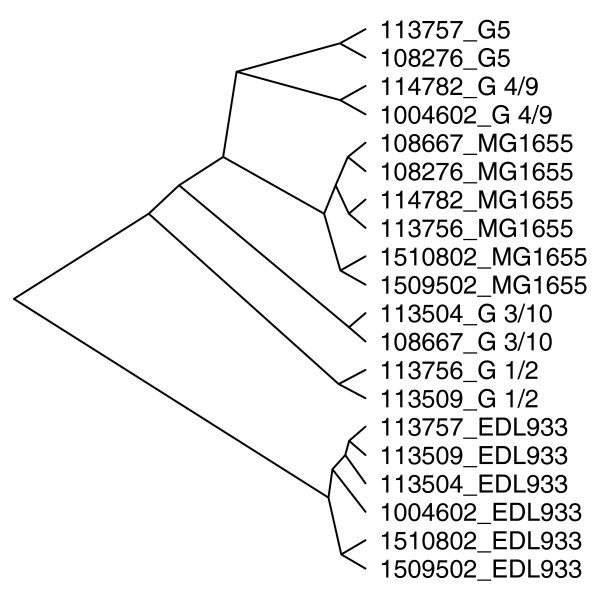
Hierarchical cluster analysis of hybridization signals from the samples summarized in Table 4, including control samples. The analysis is based on remaining probes (refer to Materials and methods for details) after filtering and removal of probes in gene groups with three or less probes. For clustering, the '1-pearson correlation' distance metric was used.

**Figure 7:**
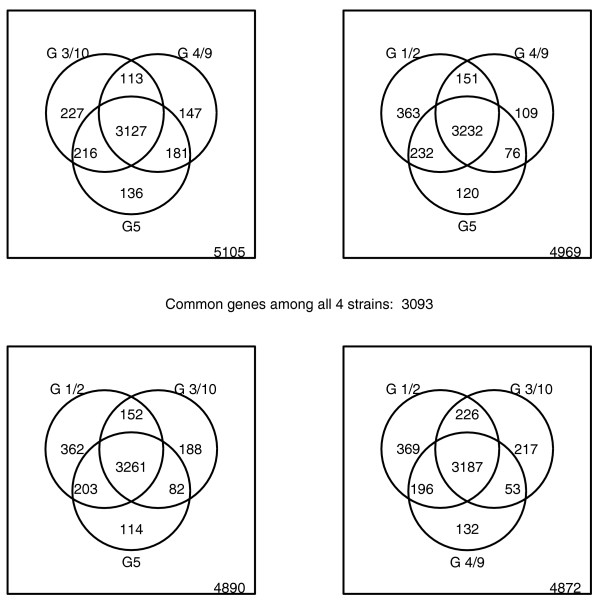
Venn diagram comparing Symbioflor2 isolates.

Next, genes detected in the probiotic isolates were compared to the genes present (by gene prediction based on their genome sequence) in each *E. coli *strain represented by the chip. All four probiotic isolates shared the most genes with *E. coli *H10407, closely followed by the two K-12 strains for three of the isolates and the VR50 strain for G1/2 (refer to Table S1 in Additional data file 1 for a ranked list of the number of shared genes with the strains considered for chip design). While *E. coli *VR50 is an asymptomatic inhabitant of the urinary tract [14], *E. coli *H10407 is an enterotoxigenic strain. However, its virulence is mostly encoded by plasmids that have not yet been sequenced and, therefore, were not considered in this comparison. Nonetheless, by gene prediction based on the genomic sequence of the H10407 main chromosome, we identified the presence of genes encoding hemolysin (*hly*CABD). These genes were present in probiotic isolate G1/2 as well, in accordance with its weak hemolytic phenotype (described as alpha hemolysis type II; L Beutin and K Zimmermann, unpublished results). Presence of this gene cluster is, however, not sufficient to characterize an isolate as pathogenic [15-17]. Also, the main chromosome of the H10407 strain has previously been found to be highly homologous to *E. coli *K-12 in contrast to other *E. coli *pathogenic strains [18]. This indicates that in spite of the many genes shared with a pathogenic *E. coli *strain, the probiotic isolates are likely to share only the non-virulent parts. Besides, the probiotic isolate shares only marginally more genes with the H10407 strain than with the two K-12 strains (16-57 genes). This is not significant, especially since novel strains are much more likely to share more genes with the large H10407 genome than with the smaller K-12 genomes without actually resembling it more, simply because the H10407 genome encodes 20% more genes. Supporting this, a cluster analysis considering the presence and absence of all gene groups analyzed from our pan-genome array (Figure 8) clearly shows that the gene content of the probiotic isolates is, in fact, more closely related to the gene content of other non-pathogenic strains. In this analysis, all probiotic isolates cluster together with the two K-12 strains while forming a super-cluster with all the other non-pathogenic strains considered in the analysis. This super-cluster contains only a few pathogenic strains for which the sequences of their virulence plasmids were not included in the analysis (strains 101-1, E24377A, and H10407). Furthermore, the validity of the clustering is confirmed by the placement of the control strain MG1655 closest to the two K-12 design strains, and EDL933 closest to the O157:H7 design strains.

**Figure 8:**
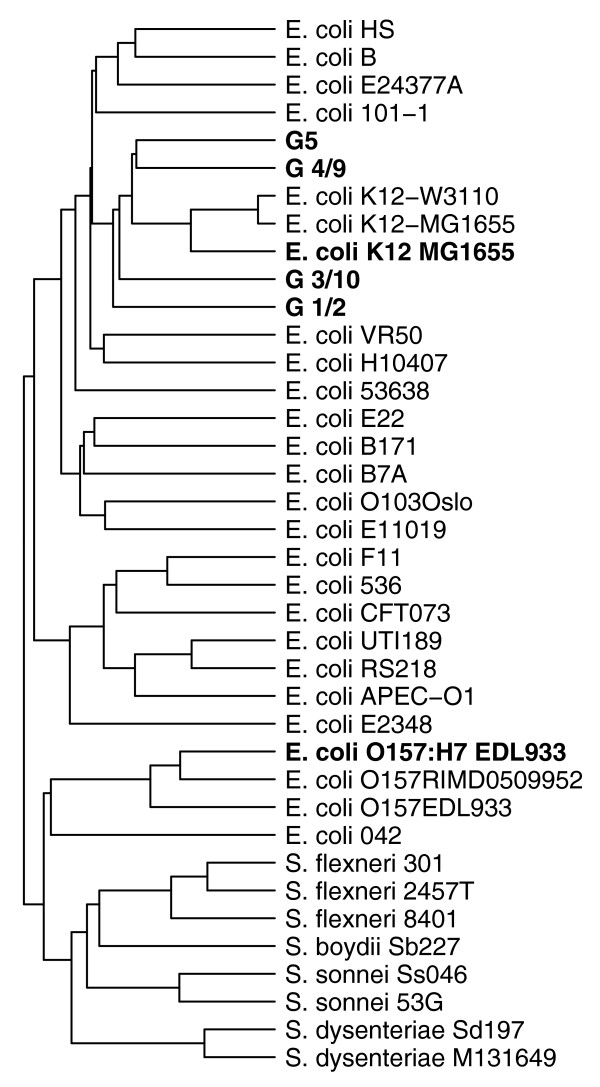
Hierarchical cluster analysis of the 32 design genomes according to gene absence or presence based on the design (normal font). The four Symbioflor2 isolates as well as the two control strains are included in the dendrogram (bold font) by clustering them according to gene predictions based on the sample hybridizations. For clustering, the Euclidian distance metric was used.

Apart from the hemolysin genes and a gene annotated as 'putative iron-regulated outer membrane viruence gene', no other virulence genes were detected in the probiotic isolates. The observed genetic relatedness of probiotic strains to a virulent strain illustrates that both pathogenic and non-pathogenic *E. coli *strains use common strategies for adaptation to their niche. Of the genes found to be present in the probiotic isolates but not in a non-pathogenic *E. coli *strain (MG1655), many were bacteriophage-derived. Nevertheless, complete prophages were not present and variation between and within phage gene content between the four probiotic isolates suggested these bacteriophages have been introduced in independent events. 

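Of 23450 probes that at least 1 isolate had and MG1655 lacked, with the calls decided in all of these strains, 8429 were in G1/2 alone, 4515 in G3/10 alone, 2337 in G4/9 alone and 1821 in G5 alone. All 4 isolates had 487 of them. Which of these probes are of bacteriophage genes was not determined here. In the paper's own list of annotated genes in Additional data file 2, 147 gene groups carry a bacteriophage annotation, of which 118 are listed for 1 isolate and 1 for all 4. Of all 469 listed groups, 348 are listed for 1 isolate and 11 for all 4, so that most groups of the whole list are also listed for 1 isolate. From the variation in phage genes between the isolates, the paper proposes that the phages were acquired independently.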

Transposases and other insertion sequence-related genes provided further evidence of the influence of mobile DNA on introducing genetic variation in a bacterial population. Of interest were genes present in the probiotic isolates but absent in MG1655 that were annotated as having general metabolic functions. A closer analysis of these findings would be necessary to assess if such genes provide improved fitness for colonization of the human gut, and so could explain the probiotic nature of the isolates. Also, one should keep in mind that the K-12 isolates represent a reduced *E. coli *genome, and some essential metabolic genes are known to be missing in these isolates. 

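Probes that an isolate had and MG1655 lacked were counted for each of the 15 combinations of isolates. The combination with most probes after the single isolates was G3/10 with G5, with 1007 probes, followed by G1/2, G3/10 and G5 together with 967. The fewest, 173, were in G1/2, G3/10 and G4/9.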

Complete lists of annotated genes found in each of the four Symbioflor2 isolates but not in the MG1655 control strain is provided as Additional data file 2.

## Discussion

The design of a microarray covering more than 30 genomes proved to be a considerable challenge. Multiple aspects had to be considered but the greatest difficulty was to filter out false positives, at the risk of introducing additional false negatives. The level of similarity between gene sequences should justify conserved annotation, but the borders of significance are diffuse and poorly defined. This is a consequence of biological processes that undergo gradual genetic changes. On one hand, probes should cover all versions of the same gene, but at the same time they should be able to distinguish between different genes and even, when relevant, distinct versions of the same gene in different strains. In light of this, conventional microarray design strategies, such as inclusion of mismatch probes for background estimation, will not work when dealing with multiple genomes. One can never ensure that a perfect match is absent for such probes in novel strains. Moreover, because the array should be able to interrogate for the presence of genes at the DNA level (as presented in this paper), the number of probes per gene should be allowed to vary. A higher number of probes is required for a sufficient coverage of long genes, whereas low quality probes would result if attempting to design the same number of probes for very short genes. Consequently, the challenge is to define, in a sensible way, such goals and to search for the best possible solution. Our pan-genome approach proved to be a suitable solution.

Recently, the idea of an 'open pan-genome' was introduced, where each newly sequenced strain would continue to add novel genes to the pan-genome of the species. It was suggested that *Streptococcus agalactiae *would have an open pan-genome, with the consequence that despite sequencing hundreds of strains, novel genes would still be discovered [3]. *E. coli *is likely to also have an open pan-genome since it colonizes multiple environments, complex microflora biotopes, and, therefore, has multiple ways and sources for exchanging and obtaining genetic material [4]. In line with this expectation, Chen and co-workers [19] predicted that each new *E. coli *genome would add 441 genes to the *E. coli *pan-genome pool. However, this prediction of 'new genes' is possibly too high, since it was based on seven very diverse *E. coli *genomes only. Genome size differs considerably within the species, from the relatively small K-12 strains to the larger pathogenic O157:H7 strains. Therefore, we believe that our estimate of the *E. coli *pan-genome and the core genome is closer to what might be expected in the 'real world', since it is based on a much larger number and variety of strains. Thus, the number of added new genes per genome has dropped to about 79 genes when including data from 32 different strains, and may decrease further with improved genome annotations. This smaller estimate is in the same order of magnitude as predicted for other pan-genomes, such as *Streptococcus *(27 per genome for group A and 33 for group B) [3]. Still, our estimate for *E. coli *may be too conservative if the true diversity of *E. coli *is still insufficiently covered by the current genome sequences, that is, environmental and non-mammalian strains are under-represented, and the addition of these may initially add a significant number of novel genes to the *E. coli *pan-genome.

Furthermore, we were able to come up with a more accurate prediction of the *E. coli *core genome. Previously, the size of the *E. coli *core genome was assessed, based on seven different *E. coli *strains, to consist of between 2,865 and 3,475 genes [2,19]. Based on the 32 genomes included in this study, we predict that the size of the core genome will approach approximately 1,560 essential genes, about half that of the previous estimates. We believe the current estimate to be more accurate, as it is based on a much larger number of genomes. However, in the present study, several unfinished genome sequences were included. Improving these both in terms of sequencing and assembly and in gene annotation quality, may result in an increased core genome size if the current partly finished genome sequences are missing core genes.

To assess the performance of the chip as well as to identify the best way of analyzing data from it, control sample hybridizations were analyzed. Comparative hybridizations on dual channel microarrays have the advantage of reduced noise due to limited variations of probe hybridization efficiencies. However, a dual channel analysis is limited to probes covering the control sample so that noise reduction applies only to probes hybridizing to genes present in the control sample. Although the false positive rate was slightly higher for the single-channel analysis approach, we demonstrate that sensitivity is only marginally lower than for the dual channel approach while information can also be extracted regarding genes not present in the control sample. Consequently, this analysis approach offers a favorable possibility for deriving predictions for any gene present on the pan-genome microarray.

Pathogenic *E. coli *genomes are highly overrepresented on this pan-genome chip because the majority of the *E. coli *genomes sequenced to date are from pathogenic strains, and few originate from environmental sources or are commensal strains. Nonetheless, we found that the chip was widely useful for characterizing the gene content of non-pathogenic *E. coli *isolates and for investigating the non-pathogenic nature of these *E. coli *isolates.

Lessons learned from this microarray can be used to design better arrays in the future. Although we considered all designed probes for the chip, including probes with low specificity to all strains in a given gene group, based on our analysis of experimental results, we have found that a filtering step is necessary to remove less specific probes. Moreover, gene groups for which only few probes could be designed (above the probe score cutoff) were not as reliable as gene groups represented by a larger number of probes. While this is not surprising, it nonetheless makes it a difficult task to accurately probe for these genes.

## Conclusion

Based on 32 *E. coli *and *Shigella *genome sequences, we have developed an *E. coli *pan-genome microarray representing the current pan-genome of *E. coli*. Although any individual *E. coli *genome contains between 4,000 and 5,000 genes, we find about twice as many distinct gene groups in the total gene pool examined. High-density pan-genome microarrays can be quite useful for characterizing either DNA content or gene expression from unknown *E. coli *strains. Thus, we found the technique highly sufficient to investigate gene content of four non-pathogenic *E. coli *isolates despite the strong bias for pathogenic strains represented on the pan-genome array. The four analyzed probiotic *E. coli *isolates share a gene pool very similar to the *E. coli *K-12 strains, and additional strain-specific genes were often phage genes, transposases, insertion elements and metabolic genes. It remains to be seen to what degree these genes contribute to the probiotic nature of the isolates. Generally, we conclude that our high-density pan-genome array provides an excellent tool for characterizing the genetic makeup of unknown *E. coli *strains and can also deliver insights into phylogenetic relationships.

## Materials and methods

Twenty-four *E. coli *chromosome sequences that were publicly available at the time of analysis (as one or multiple contigs) and nine plasmid sequences belonging to seven of the sequenced strains were included in this study. In addition, eight *Shigella *chromosomes were included (two *S. sonnei*, three *S. flexneri*, two *S. dysenteriae *and one *S. boydii*) with their three corresponding plasmids (Table 1).

### Probe and microarray design

All considered genome and plasmid sequences (Table 1) were searched for genes using EasyGene version 1.0 or 1.2 [7,8] in order to standardize gene finding. Genes were screened for homology using BLAST [20] in order to prevent redundancy of the probes. Genes were placed in a group when homologous by the following criteria: E-value <10^-5^, bitscore >55, and alignment constituting 50% or more of the longer of the two aligned sequences. Genes with no homology were represented as 'singles'. Groups of genes ('multiples') were aligned using ClustalW with default settings [21] and a consensus sequence was derived using the most frequent nucleotide at each position, weighted by its background frequency in all genes. The probe design strategy employed by OligoWiz [22] was used for probe selection. Two additional scores were introduced as parameters for the probe design software dealing with consensus sequences: a weighted conservation score and a gap score. The weighted conservation score uses Shannon's information measure [23] for conservation at each nucleotide position in a probe. According to [24], the influence of a mismatch on measured hybridization intensities varies with its position, with positions towards either end having less influence. Therefore, each position was weighted according to a second order polynomial function. The probe's weighted conservation score is the product of the weighted position scores for mismatch basepairs. The gap score was used to identify probes that targeted gaps in the alignment of multiples. This score was used to design probes that specifically identified conserved regions of all genes in each group (thus attempting to avoid gaps).

All probes were designed as 55-60 mers, with variable length and sequence to optimize for the same melting temperature. Only standard nucleotides (GATC) were considered in the probe design. In total, 305,285 probes covering 11,768 gene groups and singles were designed. A detailed description of the microarray design may be found in Additional data file 3. The probe design was given the NimbleGen design_id 5137 and is available upon request.

### Filtering of probes

Probes were aligned against all predicted gene sequences included using NCBI-BLAST blastn version 2.2.11 [25] and the identity of each probe with each gene sequence was determined in base pairs. Sequences were extracted for which the ratio [bp identity/probe length] was >0.8. Probes that either matched more than one single group or failed to match all genes in the design group were excluded from further analysis. Furthermore, groups for which three or less probes remained after filtering were removed from the subsequent analysis due to their increased risk of generating false positives (see Results). This resulted in a reduction to 224,805 probes covering 9,252 gene groups and singles. Consequently, the number of probes targeting each gene ranged from 4 to 29 with a median coverage of 27 probes per gene.

### Annotation of gene groups

Each gene group in the probe design was annotated according to the results from hits against the UniProtKB/Swiss-Prot release 52.5 and UniProtKB/TrEMBL release 35.5 protein database [26] using NCBI-BLAST Blastp version 2.2.11 [25]. Only alignments covering >50% of the gene lengths and having 50% or better identity within the alignment were included. Among all the sequences within each group, the hit producing the highest percent identity was chosen. In this way, 5,348 of our 11,872 gene groups could be annotated against Swiss-Prot and 9,320 of our 11,872 gene groups could be annotated against TrEMBL. Thus, while Swiss-Prot generally produces more reliable annotations, the number of annotations produced was quite low. Consequently, when available, genes were assigned the more reliable Swiss-Prot annotation, otherwise it was assigned the TrEMBL annotation if one was available. Gene groups that could not be assigned an annotation were assigned hypothetical proteins.

### Pan-genomics

The pan-genome was estimated as suggested by Tettelin *et al. *[3], with modifications to reduce computational load for our large dataset. Briefly, protein sequences were compared by Blastp version 2.2.11 [25]. Proteins with at least 50% sequence identity over at least 50% of their length were identified as the same. For each n additional genome, genome n was compared to any combinations of n - 1 genomes, and the number of identical 'core genes' and 'strain-specific genes' (specific for strain n) were counted for each n. According to the approach suggested, when all genomes are compared to n other genomes (*n *= 1,..,N), this would result in 32!/[(*n *- 1)!·(32 - *n*)!] possible combinations (for each n) of drawing n genomes out of the pool of 32 genomes. Consequently, for 16 or 17 genomes (*n *= 17,18 in above formula), a total of 9.62 billion possible combinations exists. To reduce computational time, we lowered the number of combinations by randomly selecting 3,200 different combinations (or the maximum number of combinations; 3,200 is dividable by 32, which ensures that all genomes are used an equal number of times as blast template for each n) with an equal distribution among query genome. This was repeated ten times and an exponential decay function was fitted to each of these repeats. The decay function suggested by Tettelin *et al *[3] was first applied:

F(n)=κ⋅e(−nτ)+g

where *g *equals the number of 'core genes' or 'specific genes', while κ and τ are free parameters for amplitude of exponential decay. The speed at which F(n) converges was found to fit the data for 'strain-specific genes' satisfactorily, while a modified decay function with the double square root of n was found to fit the 'core genes' data better (lower sum of squared errors):

F(n)=κ⋅e(−sqrt(sqrt(n))τ)+g

### Strain selection, DNA preparation and hybridization

Control strain K-12 MG1655 was kindly provided by Flemming G Hansen (CBS, BioCentrum-DTU, The Technical University of Denmark) and genomic DNA from control strain O157:H7 EDL933 was kindly provided by Camilla Sekse (Norwegian Veterinary school, Oslo). As test strains, Kurt Zimmermann from Symbiopharm (Herborn, Germany) supplied four probiotic *E. coli *isolates, designated G1/2, G3/10, G4/9 and G5, from their commercially available Symbioflor2 product. G1/2 has previously been serotyped as O rough:K-:H- and O rough:H-, G3/10 as O 35,129:K-:H-, G4/9 as O rough:K-:H-, and G5 as O rough:K-:H-.

All test strains were grown overnight in Luria-Bertani (LB) broth with continuous agitation [27], and DNA was isolated as described previously [28]. The genomic DNA was labeled with cy3 or cy5 and hybridized to NimbleGen custom arrays according to NimbleGen standard protocols for CGH (prepared and hybridized by NimbleGen (Madison, Wisconsin USA)). The raw data are available from the Gene Expression Omnibus (GEO) database [29] with series accession number GSE8595.

### Analysis methods

The probes were mapped to each gene group including position according to the design and analyzed as described previously [2] with minor modifications. Briefly, a position-dependent segmentation algorithm was employed to partition data points into present and absent sequence segments constituting any given gene. For this, we used circular binary segmentation [11] with default settings as implemented in DNAcopy developmental version 1.2.1 written for the R statistical language [30]. As recommended by the authors, the data were first smoothed and subsequently segmented. Segmentation was followed by merging the output with MergeLevels [12] with a fixed threshold at the standard deviation between segmented log_2 _intensities and observed log_2 _intensities, or the standard deviation of segmented log_2 _ratios.

Consequently, following noise reduction by segmentation and merging, the cutoff for log_2 _intensities was found at the merged value between these two distribution maxima with the least segments assigned to it. All segments with merged values above this cutoff were predicted as present. Since ratios are calculated only for genes present in the control sample, and given the likely high similarity between a test sample and control sample of the same species, most genes are assumed present. Consequently, here the present level was estimated as the merged level to which most segments had been assigned. Moreover, for a gene to be called present, at least 90% of its probes should be found to be present. Accordingly, the samples were both analyzed individually as log_2 _intensities and combined with the appropriate control experiment, as log_2 _ratios.

Atlases were created using the GeneWiz software [31]. The blast atlases were constructed as described previously [32].

## Abbreviations

aCGH, comparative genomic hybridization; FDR, false discovery rate.

## Authors' contributions

HW and PFH designed the microarray. HW performed experimental work, analyzed the data and drafted the manuscript. DWU collected the genome sequences and supervised the project. TMW contributed with biological insight into *E. coli *pathogenicity. All authors edited and approved the final manuscript.

## Additional data files

The following additional data are available with the online version of this paper. Additional data file 1 is a table providing a ranked list of each Symbioflor2 isolate's similarity to chip design strains. Additional data file 2 contains complete lists of annotated genes found in each of the four Symbioflor2 isolates but not in the MG1655 control strain. Additional data file 3 contains a detailed description of the microarray design.

## Supplementary Material

Additional data file 1 Ranked list of each Symbioflor2 isolate's similarity to chip design strains. Click here for file

Additional data file 2 Annotated genes found in each of the four Symbioflor2 isolates but not in the MG1655 control strain. 

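The lists in this file hold 210 gene groups for G1/2, 183 for G3/10, 123 for G4/9 and 132 for G5, which are 469 different groups by the paper's annotation. Of these, the paper lists 348 for 1 isolate, 74 for 2, 36 for 3 and 11 for all 4. The paper's gene names and annotations were searched with patterns chosen after these lists of genes had been seen. This gave 19 lists, of which these are examples. For G1/2 the paper lists 76 groups of bacteriophage genes, 11 of plasmid functions, 7 of type II secretion, 5 of aerobactin and 4 of alpha-hemolysin. For G3/10 it lists 67 of bacteriophage genes, 14 of copper and silver resistance, 13 of fimbriae and adhesins and 11 in a run of accessions with galactitol-type sugar uptake. That run also holds regulators, isomerases and other enzymes beside the uptake components. For G4/9 it lists 36 of flagella and 11 of type III secretion, and for G5 47 of bacteriophage genes, 14 of copper and silver resistance and 10 of type III secretion. The number of listed groups per combination of isolates was set against the number of probes that the same combination had and MG1655 lacked, in the calls made here. Over the 15 combinations Pearson's r was 0.974 and Spearman's rho 0.939, with no test, since the combinations share isolates and the lists were made from the same hybridizations.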

Click here for file

Additional data file 3 Detailed description of the microarray design. Click here for file

# Supplementary material for: Characterization of probiotic Escherichia coli isolates with a novel pan-genome microarray
**Source:** Genome Biol. 2007 Dec 18;8(12):R267. doi: 10.1186/gb-2007-8-12-r267
**Supplement:** Additional data file 1 — Ranked list of each Symbioflor2 isolate's similarity to chip design strains.

Table S 1. Ranked list of similarity to chip design strains. Numbers in parentheses are the number of genes predicted in each Symbioflor2 isolate that according to the chip design also exist in each of the chip design strains.

| G 1/2 | G 3/10 | G 4/9 | G5 |
| --- | --- | --- | --- |
| E. coli H10407 (3590)  E. coli VR50 (3553)  E. coli K12-MG1655 (3533)  E. coli K12-W3110 (3533)  E. coli E22 (3495)  E. coli O103Oslo (3489)  E. coli E24377A (3488)  E. coli O157RIMD0509952 (3473)  E. coli B (3455)  E. coli 042 (3453)  E. coli 101-1 (3447)  E. coli E11019 (3435)  E. coli HS (3425)  E. coli 53638 (3412)  E. coli B171 (3390)  E. coli B7A (3369)  E. coli UTI189 (3363)  E. coli APEC-O1 (3358)  E. coli CFT073 (3354)  E. coli RS218 (3309)  E. coli 536 (3308)  S. sonnei 53G (3283)  E. coli E2348 (3278)  E. coli F11 (3278)  S. sonnei Ss046 (3256)  E. coli O157EDL93 (3245)  S. flexneri 2457T (3170)  S. flexneri 8401 (3168)  S. flexneri 301 (3167)  S. boydii Sb227 (3067)  S. dysenteriae Sd197 (2881)  S. dysenteriae M131649 (2877) | E. coli H10407 (3387)  E. coli K12-MG1655 (3368)  E. coli K12-W3110 (3367)  E. coli E24377A (3365)  E. coli HS (3356)  E. coli VR50 (3345)  E. coli O103Oslo (3332)  E. coli E22 (3323)  E. coli B (3310)  E. coli 53638 (3285)  E. coli 042 (3269)  E. coli O157RIMD0509952 (3267)  E. coli 101-1 (3266)  E. coli E11019 (3252)  E. coli B7A (3241)  E. coli B171 (3230)  S. sonnei 53G (3175)  E. coli APEC-O1 (3175)  E. coli UTI189 (3171)  S. sonnei Ss046 (3155)  E. coli CFT073 (3144)  E. coli 536 (3130)  E. coli RS218 (3125)  E. coli E2348 (3113)  S. flexneri 8401 (3113)  E. coli F11 (3100)  S. flexneri 2457T (3088)  S. flexneri 301 (3082)  E. coli O157EDL93 (3052)  S. boydii Sb227 (3006)  S. dysenteriae Sd197 (2810)  S. dysenteriae M131649 (2796) | E. coli H10407 (3352)  E. coli K12-MG1655 (3336)  E. coli K12-W3110 (3336)  E. coli VR50 (3305)  E. coli E24377A (3284)  E. coli B (3276)  E. coli 53638 (3243)  E. coli HS (3239)  E. coli 042 (3235)  E. coli O103Oslo (3218)  E. coli E22 (3216)  E. coli 101-1 (3213)  E. coli O157RIMD0509952 (3184)  E. coli B171 (3150)  E. coli E11019 (3139)  E. coli B7A (3127)  E. coli APEC-O1 (3088)  E. coli UTI189 (3074)  E. coli CFT073 (3072)  E. coli 536 (3069)  S. sonnei 53G (3059)  E. coli E2348 (3043)  S. sonnei Ss046 (3035)  E. coli F11 (3023)  E. coli RS218 (3021)  E. coli O157EDL93 (2976)  S. flexneri 2457T (2962)  S. flexneri 301 (2959)  S. flexneri 8401 (2959)  S. boydii Sb227 (2864)  S. dysenteriae Sd197 (2710)  S. dysenteriae M131649 (2690) | E. coli H10407 (3441)  E. coli K12-MG1655 (3396)  E. coli K12-W3110 (3396)  E. coli VR50 (3348)  E. coli HS (3296)  E. coli E24377A (3294)  E. coli B (3290)  E. coli E22 (3253)  E. coli 101-1 (3250)  E. coli O103Oslo (3242)  E. coli 042 (3235)  E. coli O157RIMD0509952 (3222)  E. coli 53638 (3216)  E. coli E11019 (3193)  E. coli B171 (3192)  E. coli B7A (3175)  E. coli CFT073 (3141)  E. coli APEC-O1 (3139)  E. coli UTI189 (3132)  E. coli RS218 (3117)  E. coli 536 (3103)  E. coli E2348 (3092)  S. sonnei 53G (3087)  E. coli F11 (3067)  S. sonnei Ss046 (3061)  E. coli O157EDL93 (3013)  S. flexneri 8401 (3009)  S. flexneri 2457T (2989)  S. flexneri 301 (2984)  S. boydii Sb227 (2917)  S. dysenteriae Sd197 (2722)  S. dysenteriae M131649 (2706) |

How the deposited data were processed for this re-analysis (not part of the article)

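DNA of the 4 isolates G1/2, G3/10, G4/9 and G5 and of the control strains MG1655 and EDL933 was hybridized to 10 two-colour arrays, which gave 20 intensity channels. Each isolate was on 2 arrays, once with each control strain, and 2 further arrays carried EDL933 and MG1655. The isolates were always labelled with Cy3 and MG1655 always with Cy5, while EDL933 was labelled with Cy5 on 4 arrays and with Cy3 on 2. Strains and dyes were taken from the sample labels, which match Table 4 of the paper, and the dye of each scanner file from its own header. P-values measure the spread between hybridizations, since nothing says that these came from separate cultures.

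Per the file headers, the intensities were read by the authors from the scanned images with NimbleScan, and were deposited as linear intensities per probe with no background correction or normalization. The deposited table of log2 ratios was compared with the scanner values by probe. It equals log2 of Cy3 over Cy5 on each array, within 1e-10, and is not centred, with array medians from -0.46 to 0.32. Several sets of probes and random control probes are on the array. The first set holds 305285 probes, the number of probes the paper gives for its design, and was used throughout. The second and the third set hold 33696 and 46998 probes.

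The paper calls gene groups present where at least 90% of their probes are present. The sources used here do not pair the probes with gene groups and hold no probe sequences, so that the probe was the unit in place of the gene group, and the paper's filter on specificity, its minimum number of probes per group and its lists of genes per genome were not used here. The tests were designed for gene groups and were run as designed on probes. No gene was named from a probe. The rule for naming, set before the data were examined, allows at most 2 probes in each direction when nothing pairs probes with genes, and 1 in each direction of EDL933 against MG1655 was named. The rule orders probes by their log2 ratio, which has no exact size where 1 side is at background, so that no rank is given. The reference annotation was not used here for the same reason.

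Calls were made per channel on log2 intensities. Outliers more than 4 SD from their neighbours were moved to 2 SD, over 10 probes on each side. Circular binary segmentation was run in windows of 200 consecutive probe numbers, with an alpha of 0.01 and 1000 permutations, by an own implementation of the published algorithm. The cutoff was the minimum between the 2 modes of a histogram with bins of 0.05 log2 units. The paper instead takes the merged level with the fewest segments between the 2 maxima, which was run as an alternative. A strain has a probe when all its hybridizations call it present. The segmentation and the linear model were tested on simulated data. Ratio calls took the level that holds most segments as the present level, as in the paper. Levels were merged at the SD of the residuals, 0.617 and 0.618 log2 units, which departs from the paper: for ratios it states the SD of the segmented log2 ratios. That threshold was run as an alternative. Present probes had a median 5.51 to 7.42 log2 units above the random control probes. This signal over background limits how large a ratio between a strain with and a strain without a probe can be.

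Log2 ratios were centred on the median of each array and fitted with limma 3.58.1 in R 4.3.3, with coefficients for the isolates and EDL933 against MG1655, and with contrasts for the 6 pairs of isolates. Adjusted p-values are from the Benjamini-Hochberg method over 305285 probes. A second limma fit compared the 6 MG1655 channels with the 6 EDL933 channels, each centred on its own cutoff, and was repeated for other splits of these channels. Neighbouring probes are not independent, so that counts of probes overstate the number of separate differences. Clustering used 1 minus Pearson's correlation and average linkage, with 100 resamplings of blocks of 100 probes. Other calculations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures matplotlib 3.10.9.

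Alternatives covered the segmentation, the cutoff, background correction by normexp with an offset of 50, the rule over hybridizations, centring, loess, quantile normalization, a dye term, the deposited ratios, the threshold, the filter on dim probes, distance and linkage, and leaving out each array. After the data were seen, fits within the first and within the third scan, with the scan as a block, on Cy5 channels, means over 10 consecutive probe numbers, and merging at the SD of segmented ratios (over all probes, or over those of the control strain) were added.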

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

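Of the tests below, those on the brightness of probes of an isolate not on the array were written after that brightness had been seen, and that on similar sequence after its own result was seen. The centring of the ratios in the tests on probes present in all channels was not fixed when those tests were written, and both centrings were seen before the text was.

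In 22 groups of 6 hybridizations of a control strain, 3 had a value far from the others, where chance gives about 1 in 20. The MG1655 channel of the array with G4/9 had 200 saturated probes, against 0 to 21 in the other MG1655 channels. The EDL933 channel of the array with G3/10 had 31 saturated probes, against 0 to 11. The EDL933 channel of the array with G4/9 called 0.725% of its present probes where the other EDL933 hybridizations had none, against 0.0693% to 0.287% in the others. That array was the only one in the second scan.

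The isolates differed from each other by the contrasts of their limma coefficients, which test the difference itself. G1/2 and G3/10 differed at 28272 probes, G1/2 and G4/9 at 24234, G1/2 and G5 at 21497, G3/10 and G4/9 at 23783, G3/10 and G5 at 19730, and G4/9 and G5 at 17244. Each isolate has 2 arrays, and how far cultures of 1 isolate differ was not measured.

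The text of the paper does not describe the second and the third set of probes, and Additional data file 3, which describes the design, was not used here. On average over the 20 channels, 70.5% of the second set (67.4% to 75.1%) and 87.0% of the third set (79.4% to 96.1%) were present, where at most 0.0928% of the random control probes lay above the cutoff. What these sets were designed for was not determined here.

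The 6 MG1655 and 6 EDL933 channels differed at 44043 probes. Of 100 splits of these 12 channels into groups of 6, drawn from all possible splits, only the real one gave as many (1 of 100), and the highest other split gave 38504, with a median of 0. This share lay under the bound set before for a random split as the source of the number. The groups are different strains, so that the outcome was close to certain in advance and tells nothing more about them. The splits also ignored that 2 arrays carry a channel of each strain.

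A first pattern was that calls were split among the 6 hybridizations of a control strain at 5069 probes in MG1655 and 6664 in EDL933, 11733 split calls in all. The hybridizations are of 1 strain each, so that no biological explanation was tested. Probes that EDL933 alone had were brighter in MG1655 channels that shared their array with EDL933 than in those that shared it with an isolate, by 0.55 log2 units, over the 0.5 set before the data were examined. The excess was 0.55 on the 2 arrays with EDL933 and 0.01 on the 4 arrays with an isolate. The arrays with EDL933 are those of the third scan, but on the arrays of other scans the probes of the other strain on the array were brighter too. The probes in this test were called absent in all MG1655 hybridizations and present in all EDL933 hybridizations, so that none of them is a split call itself. Signal of the other dye on the same array is thus a candidate source of part of the split calls, measured here on other probes. It does not account for all of them, since on EDL933 vs MG1655 replicate 2 MG1655 had only 3.53% of the probes called in EDL933 there alone, against 7.69% of those never called in EDL933. Place on the array stays open by its test: 8.72% of the split calls lay in the 5% of tiles with most of them, where 15% had been set for a cause, but the lower bound of 8% lay under the 8.29% that random draws gave on average (8.63% at most). Levels near the cutoff stay open as well. Of the split calls, 27.3% had a mean within 1 log2 unit of the cutoff, between the bounds of 20% and 50%, against 1.18% and 1.62% of the other probes in MG1655 and EDL933.

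A second pattern concerned the 116314 probes present in all 20 channels, of which some were lower in an isolate than in MG1655 by at least 1 log2 unit. Whether the pattern exists depends on the centring. With the array median, which is the main centring here, 9696 were lower and 5198 higher over the 4 isolates. With the median of the probes present in all channels, 6362 were lower and 9393 higher. The dye of the isolates as the cause would need over 2 times as many lower as higher against EDL933 too. The ratio of lower to higher there was 0.0505 with the array median and 0.806 with the other centring, under the bound of 1.5 set before. That bound is not decisive here, since centring on these probes sets their median to 0 and centring on the array median shifts it. Sequence differences from the probe would need more probes lower than higher in EDL933 than in MG1655. That ratio was 11.5 with the array median and 0.912 with the other centring, while 7.77% and 3.14% of the probes lower than in MG1655 were higher than in EDL933. The centring decides the balance of lower and higher, so that neither the dye nor sequence differences, the biological explanation, can be told apart from it, and both stay open.

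A last pattern was that probes of an isolate not on the array were bright in 2 channels. Probes that G1/2 alone had were 0.80 log2 units above probes that all strains lack in the G3/10 channel of the array with EDL933. Probes that G4/9 alone had were 0.60 above them in the G5 channel of the array with EDL933. In the other 62 combinations of a channel and an isolate not on its array the excess was -0.01 to 0.15. Similar sequence in the isolate itself would show on its other array, where the excess was at most 5.23% as large, which argues against it. DNA of the third isolate on the array would also brighten probes that this isolate shares with strains not on the array. These exceeded probes that the third isolate lacks by 0.69 in the G3/10 channel and by 0.54 in the G5 channel, over the bound of 0.4. In the other 62 combinations this difference was at most 0.29. The highest of these, 0.23 to 0.29, were of the other isolates in the same 2 channels, and the rest were at most 0.07. A candidate explanation is therefore a small amount of DNA of G1/2 with that of G3/10, and of G4/9 with that of G5, on these arrays. The EDL933 channels of the same arrays showed an excess of 0.01 and 0.03 for these probes. Whether such DNA came from the labelled samples or from another array was not tested, and no biological explanation other than similar sequence was tested. The median signal stayed below the cutoff, and leaving out the G3/10 or the G5 array with EDL933 changed the counts of present, shared and absent probes by at most 1.10 and 1.18 times.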

How the results depend on the processing

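Most alternatives were set before the data were examined; the fits within the first and within the third scan, with the scan as a block and on Cy5 channels, the means over 10 probe numbers and the merging of ratios were chosen after seeing the data. Alternatives set on the share of probes per gene group, the number of probes per group, groups with mixed signal, medians over the probes of a group, group means, and the lists of Additional data file 2 were not run because probes were not paired with gene groups. No paired analysis was possible because the replicate numbers pair no samples of different arrays. The 2 strains of each array are compared within it by the log2 ratios, and with array as a random block the counts of the single-channel comparison were 0.978 to 1.00 times their values.

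All 35 counts of present, shared and absent probes stayed within 1.5 times their values under 16 alternatives, at 0.825 to 1.37 times. G1/2 had most present probes under each of these. G3/10 and not G4/9 had fewest (130235 and 135799) with a cutoff from merged levels, the paper's rule, and the probes of G1/2 absent from EDL933 were fewer than those absent from MG1655, at a ratio of 0.937 with the cutoff lowered by 1, 0.987 without G1/2 vs MG1655 replicate 1 and 0.996 when 1 present call sufficed, against 1.06; the causes were not tested. Under the last, G1/2 shared more probes with EDL933 than with MG1655. All 120 comparisons between isolates under limma stayed within that range too, at 0.961 to 1.29 times. Of the 202 for the strains against MG1655, 199 did. With no minimum ratio, 16958 probes were lower in G3/10 and, in EDL933, 65876 were higher and 102408 lower, against 11268, 29530 and 14459; the share of higher among them in EDL933 dropped by 28.0 percentage points. More probes pass because the threshold asks for less. The drop in EDL933 can also come from centring on the array median, which was not tested. With the minimum ratio kept, no centring alternative moved a share of higher calls by over 10 points. In the single-channel comparison, the number of probes lower in EDL933 channels than in MG1655 channels was 24482 with quantile normalization, against 13738; the cause was not tested. Without G3/10 vs MG1655 replicate 1, more probes were higher (11604) than lower (11486) in G3/10, against 10319 and 11268, so that this array decides which of the counts is larger. In the other isolates that order stayed the same.

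The share of present probes found again for MG1655 was 99.86% without segmentation and 99.81% with a cutoff from merged levels, against 99.93%. The share of absent probes among its calls was 0.469% with the cutoff lowered by 1 and between 0.240% and 0.383% when leaving out 1 array at a time (0.383% without EDL933 vs MG1655 replicate 2), against 0.240%. With the cutoff raised by 1 it was 0.134%, and that for EDL933 0.144%, against 0.287%. The causes were not tested.

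For calls by log2 ratios and by log2 intensities without segmentation, ratios found 88.5% for EDL933 and 86.8% for MG1655, and intensities 97.8% and 97.9%, with 0.193% (ratios) and 0.339% (intensities) absent for EDL933. With a reference of at least 3 of 4 channels, ratios gave 0.311% absent for EDL933 and 0.141% for MG1655, and intensities found 99.82% and 99.73%. With the merging threshold at the SD of all segmented ratios, which the paper states, ratios found 99.75% for EDL933 and 99.85% for MG1655, with 0.166% and 0.133% absent. With the SD over the probes of the control strain, MG1655 had the same 99.85% and 0.133%, and EDL933 kept its values. Without 1 of the arrays, which leaves 1 array to make the call, ratios found 98.98% to 99.23% for EDL933 and 95.4% to 99.5% for MG1655, with 0.108% to 0.160% and 0.0853% to 0.136% absent, and intensities found 99.94% to 99.97% and 99.93% to 99.96%, with 0.187% to 0.402% and 0.390% to 0.840% absent. The shares absent were 0.402% (EDL933) and 0.840% (MG1655) by intensities on replicate 1 alone, against 0.173% and 0.371% with both arrays, and 0.160% (EDL933, replicate 1) and 0.136% (MG1655, replicate 2) by ratios, against 0.103% and 0.0603%. The causes were not tested.

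With Euclidean distance on the calls, the ratio of the distance to EDL933 over that to MG1655 was 1.37 for G1/2, 1.46 for G3/10, 1.64 for G4/9 and 1.66 for G5, against 1.88, 2.01, 2.56 and 2.65. Another distance changes the scale of such a ratio. The 4 isolates and MG1655 stayed on a branch apart from EDL933 under all 13 alternatives. Without 1 of the isolate's own arrays the ratio was 1.66 to 2.07 for G1/2, 1.81 to 2.22 for G3/10, 2.20 to 2.96 for G4/9 and 2.37 to 2.95 for G5. This is the spread between its 2 hybridizations itself, so that these were not set against that spread. All ratios stayed above 1 under each alternative.

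Signal over background limits the size of a ratio: the median of present probes was 5.51 to 7.42 log2 units above random control probes.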

Differences from the paper's values

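The number of design probes equals the paper's. In Fig. 5a, which shows 1 sample and was read by eye, the cutoff is about 9.6 and the modes are about 8 and about 14. Here they were 10.18, 7.43 and 14.05 on average over the 20 channels, at most 1.49 times apart in intensity. The cutoff here is the minimum of the density. With the paper's rule, a merged level, it was 10.56 on average over the channels (9.13 to 12.27). This mean is 1.94 times the value of the paper's 1 sample in intensity, but that value lies within the range of the channels. The paper's other counts are of genes and those here are of probes, so that only orders and directions were compared. The paper's counts and clustering also rest on the probes left after its filter, and those here on all design probes. Whether the filter accounts for differences below was not tested.

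The paper has a slightly higher sensitivity with log2 ratios and a marginally lower false discovery rate with log2 intensities. Here ratios found fewer of the reference probes, 98.9% against 99.9% for EDL933 and 95.4% against 99.9% for MG1655, and a smaller share of their calls was absent from the reference, 0.103% against 0.173% and 0.0603% against 0.371%. Ratios minus intensities in the share found were at -0.452 percentage points or lower under all 4 alternatives set before the data were examined. The reference is made of intensity calls in each of these settings, which favours calls by intensities, so that these values do not test the paper's direction. The size of the difference depends on the threshold for merging levels, which was not the paper's here. With the paper's threshold, an alternative chosen after seeing the values, ratios minus intensities were -0.171 percentage points for EDL933 and -0.0599 for MG1655, or -1.07 and -0.0599 with the SD over the probes of the control strain. The second held under all but 1 of the settings run: with a reference of at least 3 of 4 channels the share for EDL933 was higher with ratios, by 0.0643 percentage points. The paper's discussion instead has a slightly higher false positive rate for the single channel, which is the direction of the second difference here. The reference here is the intensity calls of other hybridizations and not the genome sequence as in the paper.

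The paper has a much higher false discovery rate for EDL933 than for MG1655. Here, against other hybridizations of the same strain, the shares were 0.287% and 0.240%, a difference smaller than their spread. This comparison does not count probes that are wrong in every replicate.

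In the paper's Table 5, G3/10 has most genes absent from EDL933 and G5 fewest. Here G1/2 had most such probes (13422), followed by G5 (12247), G3/10 (11870) and G4/9 (10511). G3/10 has most genes absent from both control strains in the paper, and here G1/2 had most such probes, 6392 against 6173 for G3/10. The order of G3/10 and G5 differed as well: for present genes G3/10 is above G5, and here G5 was above G3/10 (139206 and 137765), and for genes shared with EDL933 G3/10 is above G5, and here G5 was above G3/10 (124889 and 123917). For genes shared with MG1655 G3/10 is above G4/9 in the paper, and here G4/9 was above G3/10 (129178 and 127676). Some of these orders depend on the setting. The paper's order of G3/10 and G1/2 for absent from both control strains was reached with the cutoff lowered by 1 (5481 and 5420), without G3/10 vs EDL933 replicate 1 (6706 and 6420) and without G3/10 vs MG1655 replicate 1 (6443 and 6392). That of G3/10 and G5 was reached for present probes without G3/10 vs EDL933 replicate 1 (139990 and 139206) and for probes shared with EDL933 without G3/10 vs MG1655 replicate 1 (125121 and 124889). Leaving out an array of G3/10 leaves 1 hybridization to call its probes present, which raises its counts. For absent from EDL933 G1/2 stayed first under every setting run, and for shared with MG1655 G4/9 stayed above G3/10. With a cutoff from merged levels, the paper's rule, none of the paper's orders above was reached, G5 and not G1/2 shared most probes with MG1655 (127819 and 127496), and G3/10 and not G4/9 had fewest present probes (130235 and 135799). With the cutoff used here, the highest and the lowest number of present probes, in G1/2 and G4/9, are as in the paper. The order of the probes absent from MG1655 is as in the paper under each setting run.

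In Table 5, the paper's genes shared with EDL933 and absent from EDL933 add up to more than the paper's genes of the isolate, by 108 for G1/2, 228 for G3/10, 253 for G4/9 and 169 for G5, while for MG1655 the sums are lower than the genes of the isolate, by 156, 109, 87 and 64.

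The paper names G1/2 as the isolate most distant from the others by both its clustering and its diagram. Here G1/2 had most probes that no other isolate had (9227), but its mean distance in the clustering, 0.169, exceeded that of G3/10, 0.164, by no more than the spread between its own hybridizations.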

Other observations

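Over the 20 pairs of a channel and the strain on its other dye, probes that this strain alone had exceeded probes that all strains lack by 0.101% to 0.794% of the signal that the channel's own strain gave on its own probes. The excess was largest for EDL933 probes in the isolates' Cy3 channels, at 0.88 to 1.07 log2 units, and lay between 0.17 and 0.49 for MG1655 probes in Cy3 channels and between 0.16 and 0.62 for isolate probes in Cy5 channels.

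All 10 counts of probes higher or lower than in MG1655 were 0.981 to 1.15 times their values within the first scan. The range was the same with the scan as a block, which followed from the design and is no separate check. The block terms take up the arrays of the other scans. In both fits EDL933 is compared with MG1655 only through the isolates. Within the third scan, the 2 EDL933 vs MG1655 arrays gave 29826 probes higher and 13937 lower in EDL933, with 1 residual degree of freedom, and the counts of the single-channel comparison were 0.970 to 1.00 times their values. The second scan holds 1 array.

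In the single-channel comparison, the number of probes higher in EDL933 channels than in MG1655 channels was 30305 and that of probes lower in EDL933 channels than in MG1655 channels 13738, beside the 29530 and 14459 from the log2 ratios. Of the probes decided in all 6 strains, 18743 were present in EDL933 alone and 2401 in MG1655 alone.

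Neighbouring probe numbers of the third set were correlated over longer distances than those of the first set, with r = 0.253 at 500 probe numbers against 0.00434. These correlations are across probes, which are not independent replicates.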
